# Molecular determinants for enzalutamide-induced transcription in prostate cancer

**DOI:** 10.1093/nar/gkz790

**Published:** 2019-09-10

**Authors:** Fuwen Yuan, William Hankey, Dayong Wu, Hongyan Wang, Jason Somarelli, Andrew J Armstrong, Jiaoti Huang, Zhong Chen, Qianben Wang

## Abstract

Enzalutamide, a second-generation androgen receptor (AR) antagonist, has demonstrated clinical benefit in men with prostate cancer. However, it only provides a temporary response and modest increase in survival, indicating a rapid evolution of resistance. Previous studies suggest that enzalutamide may function as a partial transcriptional agonist, but the underlying mechanisms for enzalutamide-induced transcription remain poorly understood. Here, we show that enzalutamide stimulates expression of a novel subset of genes distinct from androgen-responsive genes. Treatment of prostate cancer cells with enzalutamide enhances recruitment of pioneer factor GATA2, AR, Mediator subunits MED1 and MED14, and RNA Pol II to regulatory elements of enzalutamide-responsive genes. Mechanistically, GATA2 globally directs enzalutamide-induced transcription by facilitating AR, Mediator and Pol II loading to enzalutamide-responsive gene loci. Importantly, the GATA2 inhibitor K7174 inhibits enzalutamide-induced transcription by decreasing binding of the GATA2/AR/Mediator/Pol II transcriptional complex, contributing to sensitization of prostate cancer cells to enzalutamide treatment. Our findings provide mechanistic insight into the future combination of GATA2 inhibitors and enzalutamide for improved AR-targeted therapy.

## INTRODUCTION

Lipophilic ligands (e.g. steroids), functioning through nuclear hormone receptors (NRs), play important roles in various physiological processes including sexual maturation, metabolism, immune response and development (1,2). Liganded NRs also regulate many pathological processes such as cancer, inflammation, cardiovascular disease and reproductive disease, making them attractive targets for drug development (3,4). Androgen receptor (AR), a member of the NR superfamily, plays a key role in the onset and progression of prostate cancer (5,6), and numerous synthetic AR antagonists have been developed to inhibit the action of endogenous AR ligands (i.e. androgens) (7,8). A prominent example is enzalutamide (Xtandi®), a second-generation AR antagonist showing robust anti-cancer activity with an expanding application to patient care for both castration-resistant prostate cancer (CRPC) and hormone sensitive prostate cancer (HSPC) (9,10). However, resistance to enzalutamide emerges, subsequently leading to treatment failure (11–14). Thus, the therapeutic efficacy of enzalutamide needs to be improved. Unfortunately, mechanisms underlying the emergence of resistance are largely unknown.

AR is a ligand-induced transcription factor that contains an N-terminal domain (NTD) and a central DNA binding domain (DBD) that is connected by a hinge to the C-terminal ligand-binding domain (LBD) (2). AR regulates target gene expression through binding to androgen responsive elements (AREs) in the presence of androgens (2,15). Enzalutamide competes with androgens to bind AR, and thus inhibits AR binding to AREs and androgen-regulated transcription (9,16). Using a high-resolution ChIP-exo approach, we recently found that enzalutamide induces AR binding to the novel binding motif 5′-NCHKGNnndDCHDGN, stimulating the expression of several antagonist-responsive, cancer-relevant genes (e.g. *CPEB4*) in prostate cancer cells (16). Thus, enzalutamide may act as a partial transcriptional agonist. However, it is unknown to what extent enzalutamide modulates global transcription. More importantly, the molecular mechanisms underlying enzalutamide-mediated transcription have not been completely elucidated.

In this study, we find that enzalutamide stimulates expression of a novel class of genes that are not regulated by the physiological androgen, dihydrotestosterone (DHT). We further demonstrate that the pioneer factor GATA2 plays a critical role in globally regulating enzalutamide-induced transcription by recruiting AR, Mediator, and RNA Pol II (Pol II) to antagonist-responsive gene loci. Importantly, our study demonstrates that the GATA2 inhibitor K7174 perturbs enzalutamide-liganded AR-mediated transcription activation and markedly enhances the ability of enzalutamide to decrease prostate cancer cell proliferation. These results reveal molecular mechanisms underlying enzalutamide-induced transcription and provide a potential combined therapy strategy for more effectively inhibiting AR signaling in prostate cancer.

## MATERIALS AND METHODS

### Reagents and antibodies

All chemicals and reagents were purchased either from Sigma-Aldrich (Merck) or Thermo Fisher Scientific (Invitrogen). Commercial antibodies used for ChIP and western blotting were purchased from the following companies: Anti-AR for ChIP (Abcam, ab74272), Anti-GATA2 for ChIP and western blotting (Santa Cruz, sc9008), Anti-FOXA1 for ChIP (Abcam, ab23738), Anti-RNA Pol II for ChIP (Abcam, ab5408), Anti-MED1 for ChIP and western blotting (Santa Cruz, sc8998x); Anti-MED14 for ChIP and western blotting (Fisher Scientific, PIPA544864). Anti-Calnexin for western blotting (ENZO, AD1-SPA-860). Secondary antibodies used for western blotting, HRP Goat anti-Mouse (926-80010) and HRP Goat anti-Rabbit (926-80011), were purchased from LI-COR Biosciences.

### Cell culture and transfection

LNCaP and LAPC4 cells were obtained from the American Type Culture Collection and were cultured in RPMI1640 with 10% FBS or MEM with 10% FBS, respectively. CWR22Rv1 cells were obtained from the American Type Culture Collection (ATCC) and were cultured in DMEM with 10% FBS. For ChIP experiments, cells were maintained in phenol red-free medium with 5% charcoal-stripped FBS for 3 days, and then treated with vehicle and different ligands. For quantitative RT-PCR assays, cells were maintained in phenol red-free medium with 10% charcoal-stripped FBS for 2 days, and then treated with vehicle and different reagents. All transient transfections of siRNA followed the standard protocol of Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher). 

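The GATA2 siRNA pool contains 4 siRNAs, each with a listed target sequence of 19 bases. These sequences were matched, on both strands, to the annotated transcripts of the human genome (GRCh38, GENCODE annotation). GATA2, which encodes a zinc-finger transcription factor, lies on the minus strand of chromosome 3 from 128479427 to 128493185, and its transcript GATA2-201 has 6 exons. All of the siRNAs match coding sequence of GATA2 in the sense direction, and none matches a transcript of another gene or an antisense strand. The sequence UCGAGGAGCUGUCAAAGUG (siRNA 1) lies in exon 6 from 128481203 to 128481221. The sequence ACUACAAGCUGCACAAUGU (siRNA 2) spans a splice junction, with 17 bases in exon 5 from 128481819 to 128481835 and 2 bases in exon 6 from 128481317 to 128481318. Exon 5 also holds GAAGAGCCGGCACCUGUUG (siRNA 3), from 128481916 to 128481934, and exon 3 holds GCCCAGGCCUAGCUACUAU (siRNA 4), from 128485891 to 128485909. Of the 6 annotated GATA2 transcripts, siRNAs 1 and 2 each match 4, and siRNAs 3 and 4 each match 3.

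**Figure D1:**
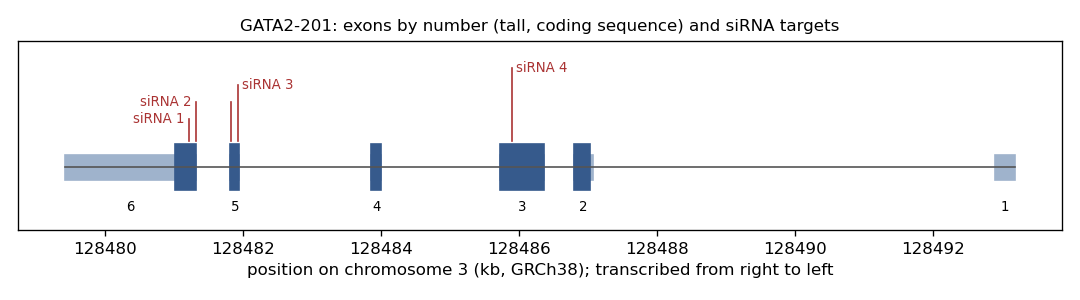
Map of the transcript GATA2-201 on chromosome 3 (GRCh38, position in kb), with exons as boxes numbered below, coding sequence as tall dark boxes, untranslated sequence as low pale boxes and the siRNA targets as vertical lines. SiRNA 2 has a line in exon 5 and another in exon 6 because it spans their junction, and the gene is transcribed from right to left.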

Further details are as described previously (17). siRNAs used in this study are listed in Supplementary Table S1.

### RNA-seq and data analysis

RNA-seq analysis was performed and analyzed as previously described with minor modifications (18). LNCaP cells were treated with 10 nM DHT or 10 μM enzalutamide for 4 and 24 h, respectively. RNA was extracted using the RNeasy Mini Kit (Qiagen). mRNA was enriched using NEBNext Poly(A) mRNA Magnetic Isolation Module. After two rounds of processing, the mRNA was recovered for library generation. The library preparation was performed with NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina following the manufacturer's instructions. The cDNA molecules were amplified by 8 cycles of PCR. Non-size selected libraries were then sequenced using Illumina HiSeq 2500 at the Ohio State University Comprehensive Cancer Center sequencing core. Read alignment was conducted using TopHat 2.0.13, and relative transcript abundances and differentially expressed genes were determined using Partek Genomics Suite (v6.6) with default settings. Gene Ontology (GO) analysis of enzalutamide- and DHT-regulated genes was performed using Genomatix Pathway System (v3.3). To assess the impact of GATA2 silencing on enzalutamide-induced transcription, LNCaP cells were transfected with *GATA2* siRNA pool (Dharmacon, ON-TARGETplus Human GATA2 siRNA SMARTpool) or a control siRNA pool (Dharmacon, ON-TARGETplus Non-targeting SMARTpool). Seventy-two h posttransfection, cells were treated with 25 μM enzalutamide or vehicle for twenty-four h, and RNA-seq analysis was conducted as described above. Libraries were sequenced using Illumina HiSeq 4000 at Duke Sequencing and Genomic Technologies shared resource. Enzalutamide-upregulated genes (>2-fold) are listed in Supplementary Tables S2 and S3.

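Table S2 holds 91 gene names (10 μM enzalutamide) and Table S3 holds 235 (25 μM enzalutamide after siControl transfection), and 41 names are in both. All were found in the corresponding RNA-seq tables. Of the Table S2 genes, 78 had enough reads for edgeR's quasi-likelihood test, and 77 of these rose more than 2-fold against vehicle with an unadjusted p below 0.05. All 77 passed at 24 h, and 16 of them also at 4 h. The 13 untested genes had at most 48 estimated counts each, summed over all libraries of that experiment. Another 99 genes passed the same thresholds and are outside Table S2. The called Table S2 genes had a median level of 0.933 CPM (counts scaled to the library total after adjustment by edgeR's TMM factor). For every gene of Table S3, the ratio of the mean RPKM (reads scaled to gene length and mapped reads) was above 2 and the p from limma below 0.05. On the log2 scale with 0.1 RPKM added, used for the tests here because it damps ratios between values near 0, 101 of them passed the 2-fold threshold, as did 21 genes outside the table. The median level of the Table S3 genes over all libraries was 0.214 RPKM, with 168 genes below 1 RPKM and 86 below 0.1. At 10 μM for 24 h, 49 of the Table S3 genes were also called. Each table was drawn by the study from the libraries of its own experiment, so the counts within that experiment are not independent evidence. The 49 genes were called in other libraries than those behind Table S3.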

### Standard ChIP assays

ChIP assays were performed as described previously (19). Briefly, cells were crosslinked with 1% formaldehyde for 10 min at room temperature and chromatin was collected, sonicated, diluted and immunoprecipitated with 4 μg of specific antibodies at 4°C overnight. Protein A-Sepharose beads were added and incubated for another 1 h with rotation. The beads were then washed sequentially for 10 min each in TSE I (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 8.1, 150 mM NaCl), TSE II (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris–HCl, pH 8.1, 500 mM NaCl), and buffer III (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris–HCl, pH 8.1) and finally twice with TE buffer. Chromatin complexes were eluted with elution buffer (1% SDS, 0.1 M NaHCO_3_) and de-crosslinked at 65°C overnight. DNA fragments were purified with the QIAquick PCR purification kit (Qiagen 28104) and used for quantitative PCR reactions with Power SYBR Green PCR Master Mix reagents (Applied Biosystems). Primers used for ChIP are listed in Supplementary Table S4.

### Quantitative RT-PCR

Quantitative RT-PCR was performed as previously described (20). Briefly, cells were treated with vehicle, enzalutamide or K7174 or transfected with siRNA and cultured for the indicated time, then total RNA was isolated with the RNeasy Mini kit (Qiagen, 74104). qRT-PCR was conducted using the MultiScribe Reverse Transcriptase and Power SYBR Green PCR Master Mix reagents (Applied Biosystems), according to the manufacturer's instructions. Each assay was repeated three to four times. Primers used are listed in Supplementary Table S5.

### Western blotting assays

Western blotting was performed as previously described (20). Briefly, cells were collected and lysed in RIPA buffer (1% NP-40, 0.1% sodium dodecyl sulfate (SDS), 50 mM Tris–HCl pH 7.4, 150 mM NaCl, 0.5% sodium deoxycholate, 1 mM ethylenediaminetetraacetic acid (EDTA), 1× proteinase inhibitor cocktail (Roche)) for 20 min on ice and the proteins were resolved on 8% SDS-polyacrylamide gels and transferred onto Nitrocellulose membrane (Bio-Rad). The membrane was blocked with 5% milk powder (Bio-Rad) then incubated with specific antibodies at 4°C overnight. Following incubation with secondary antibodies, immunoblots were visualized using the C-DiGit Chemiluminescent Western Blot Scanner (Li-Cor). Antibodies used for western blotting are listed in ‘Reagents and Antibodies’.

### Cell proliferation assays

Cell proliferation was quantified by WST-1 assays and BrdU incorporation assays. LNCaP cells or LAPC4 cells were seeded in 96-well plates (2 × 10^4^ or 5 × 10^4^ cells/ml; 100 μl/well). The cells were treated with vehicle or 10 μM K7174 together with different doses of enzalutamide and cultured in complete medium with 10% FBS. For WST-1 assays, the commercially available Cell Proliferation Reagent WST-1 (11644807001, Sigma-Aldrich) was used for measuring cell proliferation.WST-1 was added to each well (10 μl/well) at 1 day, 3 days and 5 days after cell seeding. After 1 h of incubation, absorbance at 450 nM was measured using a microplate reader (SpectraMax M3, Molecular Devices, Inc., Sunnyvale, CA, USA). BrdU incorporation was measured by a commercial BrdU cell proliferation assay kit (Cell Signaling Technology, Inc., Danvers, MA) according to the manufacturer's protocol after cells were treated with the indicated drugs for 3 days. Both methods were repeated for each cell line (*n* = 6).

### Quantitative chromosome conformation capture assay

Quantitative chromosome conformation capture (3C) qPCR assays were performed as described (21) with some modifications. Briefly, nuclei were cross-linked with formaldehyde at a final concentration of 1% for 10 min, then digested with 400 units of HindIII (NEB) and ligated under extra-diluted conditions. After reversal of cross-linking, DNA was purified by phenol–chloroform extraction followed by ethanol precipitation. Real-time PCR was performed using TaqMan^®^ Universal PCR Master Mix (Applied Biosystems). The probe and primer sequences are listed in Supplementary Table S6. BAC RP11-815F2 constructs containing DNA fragments covering the tested regions were used as template controls for normalizing digestion, ligation and primer efficiency. *GADPH* loading control was used to normalize DNA concentration. The interaction of two HindIII sites in the *GADPH* locus was used for comparison between different 3C assays.

### CRISPR/Cas9-mediated deletion of the enhancer region

CRISPR/Cas9-mediated deletion of the enhancer regions in the *NR3C1* and *SLC7A11* loci was conducted as described before (22) with some modifications. CRISPR/Cas9 sgRNAs were identified using the MIT CRISPR Design tool, and non-targeting sgRNAs were used as reported in Zhang *et al.* (22). All sgRNA sequences are listed in Supplementary Table S7. Tandem U6 promoter–sgRNA and H1 promoter–sgRNA cassettes were cloned into lentiCRISPR_v2 (Addgene, 60954) for single-vector expression of two sgRNAs. After infection, cells were selected with 2 μg/ml puromycin. To detect deletion of the enhancer, genomic DNA was first extracted and used for PCR with Q5 high-fidelity DNA polymerase (NEB, M0491) together with the primers listed in Supplementary Table S7.

### Statistics

Statistical significance was evaluated using two-sided unpaired *t*-tests. In the figures with bar graphs, values are expressed as the mean ± S.D. *P*-values ≤ 0.05 are considered statistically significant: ** indicates *P* ≤ 0.01; * indicates *P* ≤ 0.05.

## RESULTS

### Enzalutamide- but not DHT-liganded AR regulates the *NR3C1* and *SLC7A11* genes

Our previous study found that enzalutamide-liganded AR directly upregulates several target genes (e.g*. CPEB4*) (16). This motivated us to investigate the extent to which enzalutamide regulates transcription on a global scale. 

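LNCaP is an androgen-responsive human prostate cancer cell line. Its transcriptome was sequenced in 5 conditions, which were vehicle and either ligand at each of the treatment times, from poly(A)-enriched RNA with a strand-directional kit. The authors aligned the reads with TopHat and quantified them in Partek Genomics Suite, and deposited estimated counts per gene without normalization. Reads shared between genes were split by that software, and between 57.1% and 63.7% of the values above 0 in a library are whole numbers. No time is given for the vehicle cells, so the same vehicle served as the control at 4 h and 24 h. The vehicle table has 4 columns, and 3 of them carry replicate number 1 with different sequencing sets in their names. Pairs of these 3 columns had a mean chi-square per gene of at most 1.33, where sampling noise alone gives 1, against 2.82 to 3.05 with the column named replicate 2. They were therefore summed and counted as 1 sample, which leaves 2 replicates in each of the 5 conditions, although the plan had been to treat all 4 columns as samples. The total of estimated counts was 59985287 and 38894876 for vehicle. It was 42131436 and 49283955 for enzalutamide at 4 h, 49986088 and 49029465 for enzalutamide at 24 h, 53145781 and 53779493 for DHT at 4 h, and 56454994 and 40281721 for DHT at 24 h. Both enzalutamide libraries of each time come from 1 sequencing set that holds no library of the other time, and each set includes a run of vehicle replicate 1. The counts were rounded to whole numbers and scaled by edgeR's TMM method. A quasi-likelihood model over all 5 conditions then tested the 15555 genes that passed edgeR's filter on low counts. A gene was called when it changed more than 2-fold with an unadjusted p below 0.05, the thresholds given for Supplementary Figure S1B. On simulated counts with known changes, between 97.0% and 100% of the genes changed 2-fold were recovered in each of the 4 comparisons with vehicle. Recovery meant a Benjamini-Hochberg adjusted p below 0.05 in the right direction, without a fold threshold, so it does not describe the 2-fold rule. The changed genes were drawn from those with a mean above 1 CPM, so weaker genes are not covered. In the same simulations 51 unchanged genes passed both thresholds for calling a gene for enzalutamide at 4 h and 62 at 24 h, and 50 and 58 for DHT. With all 4 vehicle columns taken as separate samples, 62 genes rose at 4 h of enzalutamide and 128 at 24 h, and 55 and 125 of these, respectively, were also called with the summed replicate.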

LNCaP cells were treated with 10 μM enzalutamide or 10 nM DHT for 4 h and 24 h, and RNA-seq assays were performed as we described previously (18). In two biological replicates with high reproducibility (*r* > 0.99, Spearman's correlation), we found that the vast majority (91.2%) of enzalutamide upregulated genes were not regulated by DHT (Figure 1A, Supplementary Figure S1A, B, and Supplementary Table S2). 

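A total of 176 genes were called up by 10 μM enzalutamide, with 62 at 4 h, 139 at 24 h and 25 at both times (edgeR quasi-likelihood, n = 2 per condition). Of these, 118 were called neither up nor down by 10 nM DHT at either time, a share of 67.05% (95% Wilson interval 59.8% to 73.6%, taking genes as independent). The other 58 were regulated by DHT, 29 of them up and 29 down. Among all tested genes, 93.62% were not regulated by DHT, but induced genes differ from the average gene in expression level. In 10000 random lists of the same size matched on mean expression, the median share was 80.68% (95% of lists between 75.0% and 86.36%), and 0 of these lists were at or below the observed share. Because both ligands were compared with the same vehicle libraries, 20 simulations of DHT libraries without any effect were also run, and they gave a median share of 91.13% (range 86.83% to 93.59%). The choice that moved the share most was the test, since limma on log2(CPM + 1) called 23 genes up and found 91.3% of these not regulated by DHT. With the DHT 24 h replicate 1 left out, the share was 75.58%. From the comparison of both ligands the paper states that most enzalutamide-induced genes are not regulated by DHT.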

Among genes stimulated by enzalutamide were those involved in endocrine gland neoplasm, carcinogenesis and neoplastic cell transformation (Figure 1B), whereas genes regulated by DHT were associated with canonical prostate cancer-related processes (Supplementary Figure S2A–C). 

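At a Benjamini-Hochberg adjusted p below 0.05 in place of the unadjusted one, 25 genes rose more than 2-fold at 4 h of 10 μM enzalutamide and 115 at 24 h. Downward calls numbered 55 at 4 h and 310 at 24 h, or 14 and 283 with the adjusted p. For DHT, 141 genes rose and 45 fell at 4 h, and 323 rose and 588 fell at 24 h. The genes with the largest changes are named among those with an adjusted p below 0.05, an average log2 CPM of at least 1 and no overlap between the groups, so that more weakly expressed genes with larger changes are left out. Within this limit, the largest rises at 4 h of enzalutamide were those of CHAC1 (log2 fold change 1.47, adjusted p = 1.81e-07, edgeR), CHKB-CPT1B (1.36) and DDIT3 (1.35). CHKB-CPT1B is a read-through of adjacent genes, so its reads are uncertain, and its adjusted p of 0.00492 (edgeR) rose to as much as 0.0773 with other pairs of vehicle columns. At 24 h the largest rises within the limit were those of CD55 (2.63, adjusted p = 3.03e-09, edgeR), FAM129A (1.66) and COL16A1 (1.53). The largest falls within it were those of KCNK5 (-0.97), MFSD2A (-0.77) and ARRDC4 (-0.76) at 4 h and of NAV3 (-1.97), E2F8 (-1.93) and TRPM8 (-1.87) at 24 h. Without vehicle replicate 1 the adjusted p of MFSD2A was 0.101 (edgeR). KLK3, which encodes PSA, lies on chromosome 19 from 50854915 to 50860764 and had 256 CPM ± 4.20 (SD, n = 2) in vehicle. It rose with DHT by a log2 fold change of 1.27 at 4 h and 3.05 at 24 h (adjusted p = 3.18e-09 and 4.98e-13, edgeR), and it fell with enzalutamide by 0.30 and 1.22 (adjusted p = 0.00267 and 1.56e-09, edgeR). TMPRSS2, on chromosome 21 from 41464551 to 41531116, rose with DHT by 2.55 at 4 h and 2.34 at 24 h (adjusted p = 1.15e-13 and 3.32e-13, edgeR). With DHT at 24 h the largest changes within it were a rise of CHRNA2 (5.07) and a fall of SLC6A20 (-3.30). By the same rule, at 4 h of DHT SGK1 rose by 3.37 (adjusted p = 1.12e-08, edgeR), while ADM (-1.35), SOX9 (-0.94) and FFAR2 (-0.86) fell most. The adjusted p of FFAR2 was 0.00622, and 0.0997 without DHT 4 h replicate 2 (edgeR). TRIM49D1 (3.51 at 4 h) and TRIM49D2 (3.05) rose with DHT at both times. They are near-identical copies whose reads cannot be assigned with certainty, and the same holds for GAGE5 and GAGE7, which fell at 24 h. TRIM49D2 had 34 and 0 counts in the vehicle replicates, and its call at 4 h of DHT was lost with DESeq2 (adjusted p = 0.0914).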

We next performed pathway analysis to study the functional and physical interactions among the enzalutamide-stimulated genes. This identified *NR3C1* (*GR*) as the key hub gene of the enzalutamide-stimulated gene network (Supplementary Figure S1C). To the best of our knowledge this is the first study demonstrating that short-term enzalutamide treatment (4 and 24 h) stimulates *NR3C1* expression, although increased *NR3C1* expression was reported in long-term treated enzalutamide-resistant LNCaP cells genetically engineered to overexpress AR (23). 

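NR3C1, which encodes the glucocorticoid receptor, lies on the minus strand of chromosome 5 from 143277931 to 143435512 (GRCh38). Its level was 0.544 CPM ± 0.0921 (SD, n = 2) in vehicle, 1.98 CPM ± 0.0544 after 4 h of 10 μM enzalutamide and 1.57 CPM ± 0.152 after 24 h. These correspond to 24 to 29 estimated counts per vehicle library, 86 to 96 at 4 h and 74 to 83 at 24 h. The log2 fold change against vehicle was 1.89 at 4 h (standard error 0.229, adjusted p = 0.000184 from edgeR's quasi-likelihood test) and 1.55 at 24 h (standard error 0.233, adjusted p = 0.000229). With each library left out in turn, it stayed between 1.70 and 2.04 at 4 h and between 1.36 and 1.70 at 24 h. Both enzalutamide libraries of either time exceeded both vehicle libraries. Only 15.9% of the tested genes had a lower mean level, so the changes rest on a weakly expressed transcript. With DHT, NR3C1 was at 0.674 CPM ± 0.113 at 4 h and 0.431 CPM ± 0.141 at 24 h. Neither value could be told from vehicle, with log2 fold changes of 0.34 and -0.26 (adjusted p = 0.547 and 0.505, edgeR). The direction of these DHT effects also depended on which vehicle runs were used.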

We next validated the RNA-seq data by performing RT-PCR analysis of the *NR3C1* gene. As the *SLC7A11* gene within the enzalutamide-stimulated gene network (Supplementary Figure S1C) plays an important role in promoting cancer growth and metastasis (24–26), we also validated *SLC7A11* expression. 

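SLC7A11 encodes the cystine/glutamate exchanger subunit xCT and lies on the minus strand of chromosome 4 from 138164097 to 138242349 (GRCh38). It was strongly expressed, with a mean level above that of 97.5% of the tested genes. Its level was 224 CPM ± 24.5 (SD, n = 2) in vehicle, 546 CPM ± 96.8 at 4 h of 10 μM enzalutamide and 617 CPM ± 36.1 at 24 h. The log2 fold change was 1.29 at 4 h (standard error 0.0957, adjusted p = 3.14e-06, edgeR quasi-likelihood) and 1.46 at 24 h (standard error 0.0959, adjusted p = 8.21e-08). The wider spread at 4 h shows in the leave-one-out range of 1.09 to 1.46, against 1.36 to 1.58 at 24 h. DHT left SLC7A11 at 249 CPM ± 3.78 at 4 h and 190 CPM ± 9.12 at 24 h. These were log2 fold changes of 0.15 and -0.23 (adjusted p = 0.433 and 0.0578, edgeR). The first passed the adjusted threshold when no filter on low counts was used, and the second under several alternatives, among them without vehicle replicate 2 (adjusted p = 0.0256) or either enzalutamide 4 h replicate (0.0031 and 0.00306, edgeR).

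**Figure D2:**
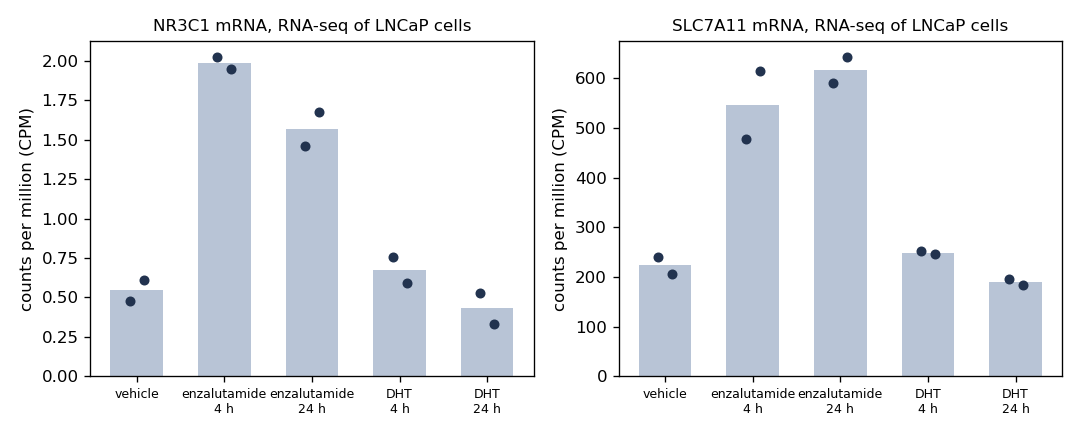
RNA-seq levels (CPM, vertical axes from 0) of NR3C1 and SLC7A11 in vehicle, enzalutamide (10 μM) and DHT (10 nM) at 4 h and 24 h. Bars are the mean of 2 replicates and points are the replicates; both enzalutamide replicates of either time lie above both vehicle replicates for each gene.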

Enzalutamide (10 μM) but not DHT (10 nM) treatment for 4 or 24 h significantly increased mRNA expression of *NR3C1* and *SLC7A11* (Figure 1C and Supplementary Figure S3A). Enzalutamide treatment also enhanced protein expression of NR3C1 and SLC7A11 (Supplementary Figure S3B). Given that patients taking 160 mg/day enzalutamide (current recommended dose) have a mean minimum blood serum concentration of enzalutamide of about 24.55 μM, and that the maximum blood serum concentration is about 1.25× higher (27,28), we next treated the cells with 25 μM enzalutamide to better imitate the real dose of enzalutamide in patients. Interestingly, 25 μM enzalutamide treatment resulted in higher expression levels of *NR3C1* and *SLC7A11* compared with 10 μM enzalutamide treatment (Figure 1C). In contrast, neither 10 μM nor 25 μM enzalutamide treatment stimulated expression of two canonical target genes of DHT-liganded AR, *PSA* and *TMPRSS2* (Supplementary Figure S3C). To support these findings, we performed RT-PCR analysis in two additional prostate cancer cell lines, LAPC4 and CWR22Rv1. Similarly, enzalutamide stimulated transcription of *NR3C1* and *SLC7A11* but not *PSA* or *TMPRSS2* (Supplementary Figure S3D and E), suggesting that enzalutamide-stimulated transcription is not limited to a single prostate cancer cell line. To determine whether other AR antagonists are able to induce transcription of *NR3C1* and *SLC7A11*, we measured expression of *NR3C1* and *SLC7A11* after LNCaP cells were treated with bicalutamide, apalutamide or darolutamide. Bicalutamide and darolutamide but not apalutamide treatment significantly upregulated *NR3C1* and *SLC7A11* expression (Supplementary Figure S4), demonstrating that AR antagonist-induced transcription in prostate cancer cells is not limited to a single AR antagonist.

**Figure 1.**
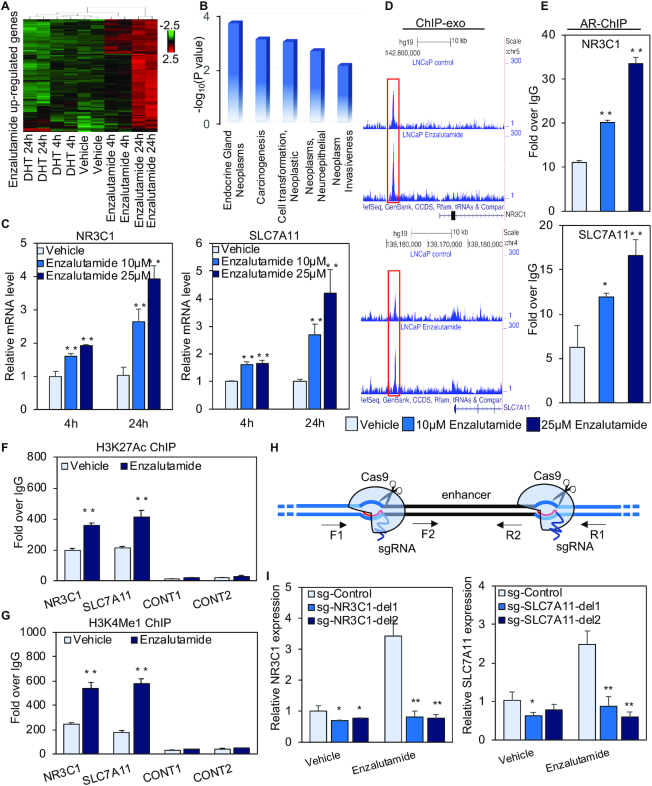
Enzalutamide regulates global, cancer-relevant transcription. (**A**) A heatmap of enzalutamide upregulated genes. The gene expression (reads per kb per million mapped reads (RPKM)) values for each gene were normalized to the standard normal distribution to generate *Z*-scores. The scale bar is shown with the minimum expression value for each gene in green and the maximum value in red. (**B**) Genomatix Pathway containing enzalutamide upregulated genes. (**C**) Expression of *NR3C1* and *SLC7A11* was determined by quantitative RT-PCR after LNCaP cells were treated with vehicle or 10 μM or 25 μM enzalutamide for 4 or 24 h. (**D**) IGV shows AR ChIP-exo data at the *NR3C1* and *SLC7A11* loci. (**E**) AR ChIP validation of the *NR3C1* and *SLC7A11* loci in LNCaP cells treated with vehicle or 10 μM or 25 μM enzalutamide for 4 h. (F and G) The enrichment of H3K4Me1 (**F**) and H3K27Ac (**G**) within the *NR3C1* and *SLC7A11* loci in LNCaP cells treated with vehicle or with 25 μM enzalutamide for 4 h was determined by ChIP assays. (**H**) Schematic of CRISPR/Cas9-mediated deletion of the enhancers. The annealing sites for the primers used to validate deletion are indicated. (**I**) Expression of *NR3C1* and *SLC7A11* was measured by quantitative RT-PCR after cells were treated with vehicle or 25 μM enzalutamide for 24 h. sg-Control, a pair of sgRNAs that are predicted to not recognize any genomic regions; sg-del1 and sg-del2, two separate pairs of sgRNAs recognizing the boundaries of the enhancer region. RNA-seq was performed with two biological replicates (*r* > 0.99, Spearman's correlation). Statistical significance was assessed using the Student's *t*-test, *P < 0.05, **P < 0.01. Results were reported as the mean of two to four replicates, with error bars representing the standard deviation.

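Spearman's correlation across all genes of the deposited count tables was between 0.9879 and 0.9894 for the 5 replicate pairs, with the vehicle runs of replicate 1 summed. Restricted to the genes that passed the filter on low counts, it was between 0.9978 and 0.9989. The correlation is across genes, which are not independent replicates, and it weighs all ranks alike. The counts themselves differed more between some pairs than between others. The mean chi-square per gene was 1.83 between the DHT 4 h replicates, 1.98 between those of enzalutamide 24 h, 4.17 between those of DHT 24 h and 9.25 between those of enzalutamide 4 h. The standard deviation of the log2 ratio between the replicates was 0.114 for enzalutamide 4 h and between 0.046 and 0.0793 for the other conditions.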

We next searched our AR ChIP-exo datasets (16) and identified enzalutamide-induced AR binding sites –13.9 and –12.8 kb from the transcription start sites (TSS) of the *NR3C1* and *SLC7A11* genes, respectively (Figure 1D). Validation of ChIP-exo results by standard ChIP assays in LNCaP cells treated with 10 or 25 μM enzalutamide found that enzalutamide treatment significantly increased AR binding to regulatory regions of the *NR3C1* and *SLC7A11* genes in a dose-dependent manner (Figure 1E). In contrast, 10 or 25 μM enzalutamide treatment failed to promote AR binding to the *PSA* and *TMPRSS2* enhancers (Supplementary Figure S3F). Together, these data suggest that enzalutamide dose-dependently increases AR binding to regulatory elements of two novel AR target genes, *NR3C1* and *SLC7A11*. Our subsequent experiments were performed using cells treated with enzalutamide at the clinically relevant dose of 25 μM. To investigate whether the distal regulatory regions of the *NR3C1* and *SLC7A11* genes are functional, we first determined the levels of histone modifications H3K4me1 (histone H3 lysine 4 monomethylation) and H3K27Ac (histone H3 lysine 27 acetylation) within these regions. H3K4me1 and H3K27Ac were enriched within *NR3C1* and *SLC7A11* regulatory elements and the enrichment was further enhanced by enzalutamide treatment (Figure 1F and G), supporting an active enhancer role of these two distal elements (29). Importantly, CRISPR/Cas9-based deletion of these distal elements that loop to the promoter abolished enzalutamide-induced transcription (Supplementary Figure S5A, B and Figure 1H, I). These data demonstrate that the *NR3C1* and *SLC7A11* enhancers respectively mediate enzalutamide-stimulated expression of these two genes.

### Pioneer factor GATA2 globally governs enzalutamide-induced transcription

We next investigated the underlying mechanisms for enzalutamide-liganded AR regulation of *NR3C1* and *SLC7A11*. Given that the pioneer transcription factors GATA2 and FOXA1 affect AR regulation of DHT-responsive genes (21,30), and that GATA2 (Supplementary Figure S6) and FOXA1 (16) bind to enzalutamide-responsive AR locations, we performed ChIP assays to confirm the binding of GATA2 or FOXA1 to the *NR3C1* and *SLC7A1* enhancers. Both GATA2 and FOXA1 were enriched at these two enhancer regions, and enzalutamide treatment further enhanced the recruitment of these two pioneer factors (Figure 2A and Supplementary Figure S7A). To investigate whether binding of GATA2 or FOXA1 regulates *NR3C1* and *SLC7A11*, we knocked down *GATA2* or *FOXA1*, followed by RT-PCR analyses of these two genes in LNCaP cells treated with or without enzalutamide for 4 h and 24 h. The siRNA knockdown efficiency was confirmed by RT-PCR and western blot analyses (Supplementary Figure S7B and C). *GATA2* silencing uniformly and significantly inhibited enzalutamide-induced expression of *NR3C1* and *SLC7A11* at both 4 and 24 h time points (Figure 2B). In contrast, *FOXA1* knockdown enhanced or inhibited enzalutamide-stimulated expression at different time points in a gene-specific manner (Supplementary Figure S7D). This is consistent with the reported complex role of FOXA1 in the regulation of androgen-responsive genes (31–33). These data suggest that GATA2 plays a general role in mediating activation of *NR3C1* and *SLC7A11* by enzalutamide.

**Figure 2.**
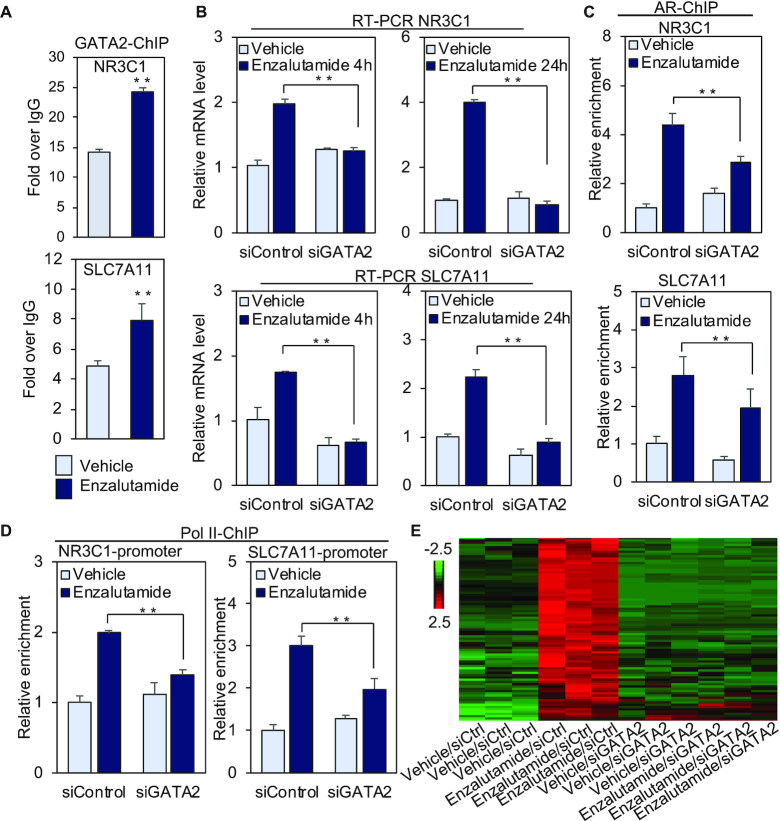
GATA2 promotes enzalutamide-induced gene transcription by recruiting AR and RNA Pol II. (**A**) LNCaP cells were treated with vehicle or 25 μM enzalutamide for 4 h, and GATA2 ChIP was performed on distal *NR3C1* and *SLC7A11* regulatory regions. (**B**) LNCaP cells were transfected with *GATA2* siRNA or control siRNA, and cells were treated with vehicle or 25 μM enzalutamide for 4 h or 24 h. Total RNA was isolated and amplified with gene-specific primers. (C and D) LNCaP cells were transfected with *GATA2* siRNA or control siRNA, and cells were exposed to vehicle or 25 μM enzalutamide for 4 h. AR ChIP assays (**C**) were performed on distal *NR3C1* and *SLC7A11* regulatory regions, and Pol II ChIP (**D**) assays were conducted on the *NR3C1* and *SLC7A11* promoters. (**E**) A heatmap of genes upregulated by 25 μM enzalutamide. The gene expression (reads per kb per million mapped reads (RPKM)) values for each gene were normalized to the standard normal distribution to generate *Z*-scores. The scale bar is shown with the minimum expression value for each gene in green and the maximum value in red. Statistical significance was assessed using the Student's *t*-test, **P < 0.01, and results were reported as the mean of two to four replicates, with error bars representing the standard deviation.

To address the underlying mechanisms of GATA2 regulation of enzalutamide-induced transcription, we performed ChIP assays to study the effect of *GATA2* silencing on AR and Pol II recruitment to regulatory regions of *NR3C1* and *SLC7A11*. Recruitment of AR to the enhancers and of Pol II to the promoters was significantly decreased in siGATA2 transfected cells compared with the siControl in the presence of enzalutamide (Figure 2C and D). These data suggest that GATA2 is required for enzalutamide-induced AR and Pol II recruitment to *NR3C1* and *SLC7A11* loci.

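The siRNA experiment crossed the 2 siRNA pools (siControl, non-targeting, and siGATA2) with vehicle and enzalutamide, giving 4 conditions with 3 replicates each. Treatment began 72 h after transfection, and the libraries were made and quantified as in the first experiment. The authors deposited RPKM values for 23028 genes, 778 of which are at 0 in every library, so normalization for gene length and library size is already in the values. The RPKM values of a library sum to between 301300 and 317900. The mapped reads behind each library, recovered from the step between the smallest values of 628 weakly expressed genes, were about 70300000, 69300000 and 58700000 for siControl with vehicle and 67800000, 62100000 and 74600000 for siControl with enzalutamide. They were about 68500000, 68700000 and 72800000 for siGATA2 with vehicle and 76700000, 69500000 and 73300000 for siGATA2 with enzalutamide. Since RPKM values are not counts, log2(RPKM + 0.1) was tested with limma, with a trend of the variance on the mean and all 4 conditions in one model, for the 20369 genes above 0 in at least 3 libraries. Fold changes on this scale understate the change of genes near or below 0.1 RPKM. The thresholds for calling a gene were those of the first experiment. On simulated values between 97.0% and 100% of the genes changed 2-fold were recovered at an adjusted p below 0.05, without a fold threshold. These changed genes had a mean above 1 RPKM, so the shares do not cover weaker genes or the 2-fold rule. GATA2, the targeted gene, checks the labels. Its level was 82.3 RPKM ± 4.72 (SD, n = 3) with siControl and vehicle, 129 RPKM ± 1.97 with siControl and enzalutamide, 51.4 RPKM ± 4.22 with siGATA2 and vehicle, and 62.1 RPKM ± 2.37 with siGATA2 and enzalutamide. The highest of the 6 siGATA2 libraries (64.7 RPKM) was below the lowest of the 6 siControl libraries (77.0 RPKM; exact permutation test, two-sided, p = 0.0022). SiGATA2 left 62.5% of the GATA2 level in vehicle and 48.1% in enzalutamide. The mean log2 fold change over both treatments was -0.87 (standard error 0.042, adjusted p = 1.73e-08, limma), so silencing at the RNA level was partial.

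**Figure D3:**
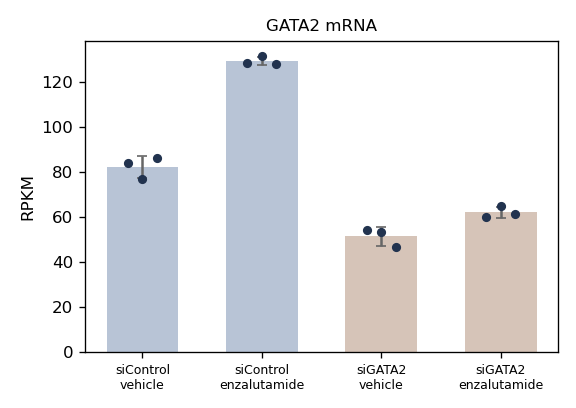
GATA2 level (RPKM, axis from 0) in the 4 conditions of the siRNA experiment. Bars are means, points are the replicates and error bars are the SD (n = 3); every siGATA2 library lies below every siControl library.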

To investigate whether GATA2 globally regulates enzalutamide-induced transcription, RNA-seq assays were performed in siControl- or siGATA2 transfected LNCaP cells treated with 25 μM enzalutamide or vehicle for 24 h. Interestingly, we found that the vast majority of (94.04%) enzalutamide-upregulated genes were downregulated by GATA2 knockdown (Figure 2E, Supplementary Figure S8 and Supplementary Table S3), suggesting that GATA2 directs enzalutamide-induced global transcriptional activation. 

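In siControl cells, 122 genes were called up and 312 down by 25 μM enzalutamide (limma, n = 3 per condition), or 111 and 298 with an adjusted p below 0.05. Of the 122 genes up, 102 were lower in siGATA2 than in siControl cells under enzalutamide with p below 0.05, which is 83.61% (95% Wilson interval 76.0% to 89.1%, taking genes as independent). By sign alone 115 of them were lower, or 94.26%, and with a 2-fold threshold 79, or 64.75%. Only 3 of the 122 were higher with siGATA2 at p below 0.05. Among all tested genes 30.16% were lower by the same test, and 10000 random lists matched on expression gave a median of 33.61% (95% of lists between 25.41% and 41.8%). Because the siControl enzalutamide libraries enter both the selection of the genes and the comparison, siGATA2 was also simulated without any effect. In 100 such simulations 7.289% of the selected genes were lower with p below 0.05 and 60.79% were lower by sign. The median log2 effect of enzalutamide on the 122 genes was 1.38 in siControl and 0.113 in siGATA2 cells, while siGATA2 changed their median by -1.45 under enzalutamide and by -0.0838 in vehicle. In vehicle, 50 of these genes (40.98%) were lower and 33 (27.05%) higher with siGATA2. The effect of enzalutamide itself was smaller in siGATA2 cells for 105 of them (86.07%, interaction term at p below 0.05). For the 132 tested genes called up in the independent 10 μM experiment at 24 h, 76 were lower with siGATA2 under 25 μM enzalutamide, or 57.58% (95% Wilson interval 49.0% to 65.7%). A fold of 1.5 moved the count of induced genes most, from 122 to 547, of which 72.58% were lower with siGATA2. A pseudocount of 0.01 RPKM gave 321 genes and one of 1 RPKM 48, with 66.04% and 93.75% lower. From the lower level of the induced genes after GATA2 silencing, the paper proposes that GATA2 directs the transcriptional activation by enzalutamide across the genome.

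**Figure D4:**
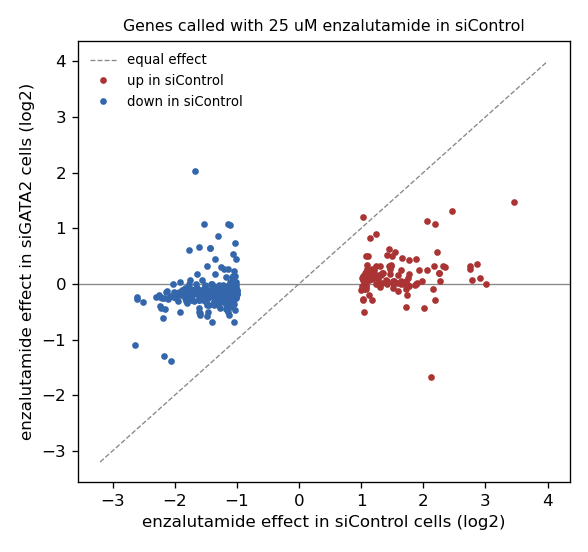
Log2 effect of 25 μM enzalutamide in siControl cells (horizontal axis) and in siGATA2 cells (vertical axis) for the genes called up (red) or down (blue) in siControl cells. Each point is 1 gene, and most points lie between the horizontal line at 0 and the dashed line of equal effects.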

Further integrative analysis of enzalutamide-liganded AR binding locations (16) and enzalutamide/GATA2-regulated genes revealed that enzalutamide-liganded AR binding locations were located at non-promoter regions of these genes (Supplementary Figure S9). To validate our global analysis, RT-PCR was applied to analyze 4 novel enzalutamide regulated genes (*TSC22D3, LAMP3, VEGFA* and *CEMIP*). 

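In the RNA-seq of siRNA-transfected cells, TSC22D3 (chromosome X, 107713221 to 107777342) rose from 32.6 RPKM ± 1.16 (SD, n = 3) in vehicle to 91.6 RPKM ± 1.34 with 25 μM enzalutamide in siControl cells. The corresponding values in siGATA2 cells were 21.6 RPKM ± 1.06 and 30.4 RPKM ± 1.19. Its log2 effect of enzalutamide was 1.49 in siControl (adjusted p = 6.8e-09, limma) and 0.50 in siGATA2 cells (adjusted p = 0.000769). VEGFA (chromosome 6, 43770184 to 43786487) rose from 20.7 RPKM ± 1.19 to 45.6 RPKM ± 5.81 in siControl cells, by 1.13 (adjusted p = 7.78e-05, limma). In siGATA2 cells it was already at 38.6 RPKM ± 7.59 in vehicle and was at 33.3 RPKM ± 2.15 with enzalutamide. Under enzalutamide siGATA2 lowered VEGFA by a log2 fold change of -0.45 (adjusted p = 0.0165, limma), whereas in vehicle it raised it by 0.88 (adjusted p = 0.000227). Without siControl enzalutamide replicate 3 or siGATA2 enzalutamide replicate 1, the adjusted p of the lowering was 0.0677 and 0.06, respectively. LAMP3 (chromosome 3, 183122213 to 183163839) and CEMIP (chromosome 15, 80779343 to 80951776) were weakly expressed, with about 3 to 7 and 9 to 16 reads per library in siControl cells with vehicle. LAMP3 went from 0.0187 RPKM ± 0.0102 to 0.383 RPKM ± 0.161 with enzalutamide in siControl cells and was at 0.0106 RPKM ± 0.00985 with enzalutamide in siGATA2 cells. CEMIP went from 0.0243 RPKM ± 0.00587 to 0.0677 RPKM ± 0.00768 and was at 0.0279 RPKM ± 0.0119, respectively. On the log2(RPKM + 0.1) scale, siGATA2 lowered the enzalutamide level of LAMP3 by -2.08 and that of CEMIP by -0.39 (adjusted p = 5.07e-06 and 0.00114, limma). The size of both changes depends on the added 0.1 RPKM.

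**Figure D5:**
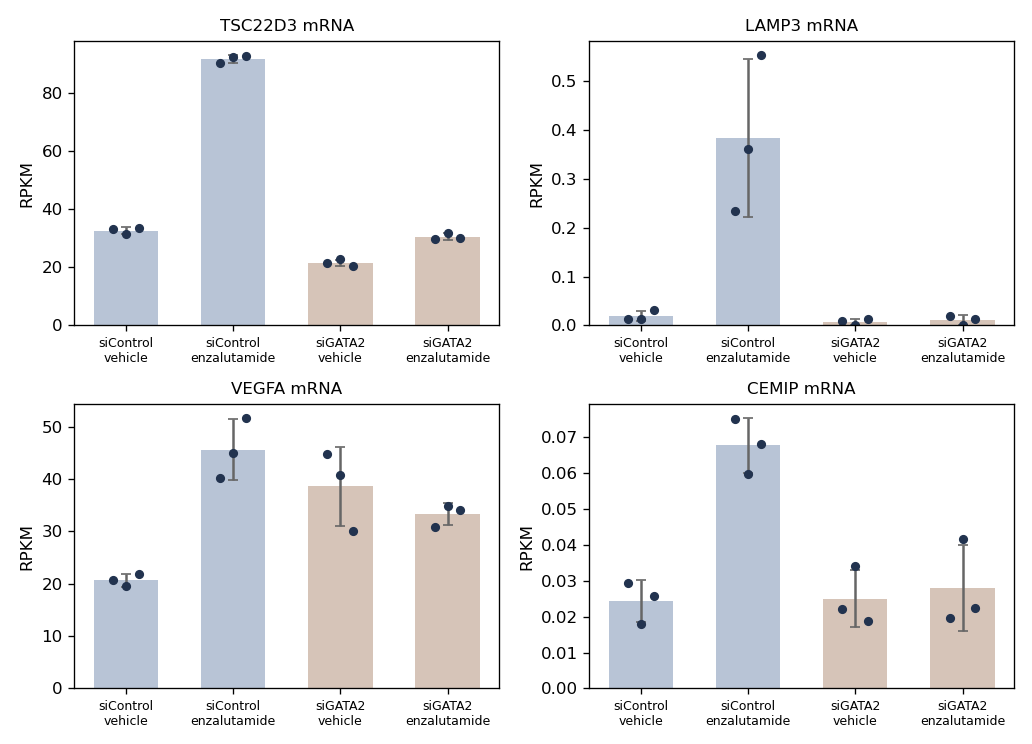
RNA-seq levels (RPKM, axes from 0) of TSC22D3, LAMP3, VEGFA and CEMIP in the 4 conditions of the siRNA experiment. Bars are means, points are the replicates and error bars are the SD (n = 3); siControl cells with enzalutamide have the highest mean for each gene.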

Expression of each of these four genes was upregulated by enzalutamide but not DHT, and GATA2 silencing significantly decreased enzalutamide-stimulated expression (Supplementary Figure S10A and B). In addition, enzalutamide-stimulated binding of GATA2 and AR to distal regulatory regions of these four genes was significantly inhibited after GATA2 knockdown (Supplementary Figure S10C and D). Taken together, these results suggest that GATA2 governs enzalutamide-induced global transcription. Finally, we examined the functional significance of our newly-discovered enzalutamide-activated genes, *NR3C1, SLC7A11, TSC22D3, LAMP3, VEGFA* and *CEMIP*. Silencing of each of these genes significantly enhanced the cell growth inhibitory effect of enzalutamide (Supplementary Figure S11), suggesting that expression of these genes compromises the ability of enzalutamide to inhibit prostate cancer growth.

Given that transcription coactivators play important roles in androgen-induced transcription (34,35), we next asked if coactivators are involved in enzalutamide-regulated transcription. Our previous studies have found that the coactivator MED1, a subunit of an evolutionarily conserved multiprotein complex (∼30 subunits) known as the Mediator, is essential for androgen-regulated transcription in prostate cancer cells (35,36). We thus examined the role of MED1 in enzalutamide-induced activation of *NR3C1, SLC7A11, TSC22D3, LAMP3, VEGFA* and *CEMIP*. Given that the MED14 subunit in particular was recently identified as a structural and functional backbone of the Mediator complex (37,38), we also investigated whether MED14 is involved in enzalutamide-stimulated transcription. Forty-eight hours after *MED1* or *MED14* siRNA transfection (Supplementary Figure S12A and B), cells were treated with enzalutamide for 4 h or 24 h. Silencing of *MED*1 or *MED14* significantly decreased enzalutamide-induced transcription of the six genes at 4 h and/or 24 h time points (Figure 3A and Supplementary Figure S12C), suggesting that MED1 and MED14 coactivate enzalutamide-stimulated transcription. Since GATA2 is reported to recruit MED1 to regulatory regions of some androgen-responsive genes (21), we next examined whether GATA2 facilitates recruitment of MED1 and MED14 to the enhancer of *NR3C1* and *SLC7A11*. *GATA2* silencing significantly attenuated enzalutamide-stimulated MED1 and MED14 binding to both of these enhancers (Figure 3B) without affecting MED1 or MED14 protein expression levels (Figure 3C). These data suggest that GATA2 directs MED1 and MED14 to coactivate enzalutamide-stimulated transcription. Consistent with the known role of Mediator to facilitate Pol II recruitment to the transcription preinitation complex (PIC) (39), our results also indicate that GATA2 directs Pol II binding (Figure 2D) through the recruitment of MED1 and MED14.

**Figure 3.**
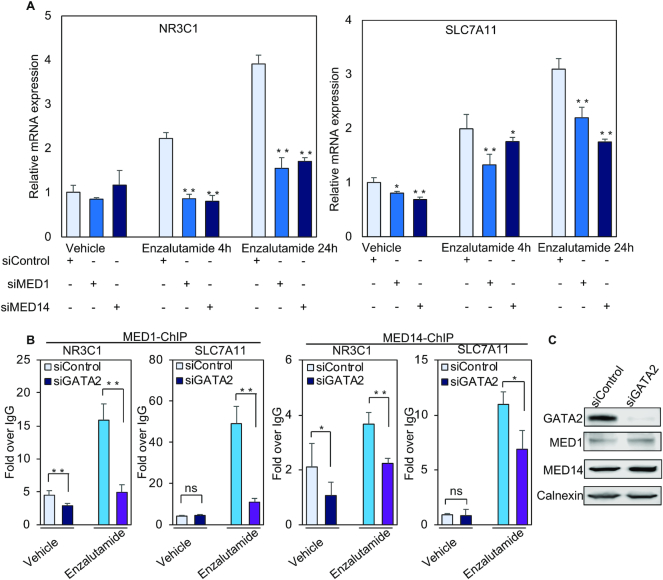
MED1 and MED14 coactivate enzalutamide-induced transcription. (**A**) Total RNA was isolated to analyze the relative expression of representative genes using quantitative RT-PCR after LNCaP cells were transfected with control siRNA or *MED1* or *MED14* siRNA pools and then treated with vehicle or 25 μM enzalutamide for the indicated time. (**B**) The enrichment of MED1 and MED14 on the enhancers of *NR3C1* and *SLC7A11* was analyzed with ChIP assays using the MED1 antibody and MED14 antibody after LNCaP cells were transfected with control siRNA or *GATA2*. (**C**) The protein expression of MED1 and MED14 was determined by western blot after LNCaP cells were transfected with *GATA2* siRNA pool. ns, not significant, *P < 0.05, **P < 0.01. Results of ChIP and quantitative RT-PCR assays reported as the mean of two to four replicates, with error bars representing the standard deviation.

### GATA2 inhibitor K7174 impairs enzalutamide-responsive transcription and prostate cancer growth

Given that GATA2 can be targeted with the small molecule inhibitor K7174 (40,41), we next tested if K7174 treatment impairs enzalutamide-induced transcription and prostate cancer growth. Treatment with 10 μM K7174 significantly inhibited enzalutamide-induced expression of *NR3C1, SLC7A11, TSC22D3, LAMP3, VEGFA* and *CEMIP* in LNCaP (Figure 4A and Supplementary Figure S13). Similar results were obtained in LAPC4 cells (Supplementary Figure S14A). While K7174 treatment did not affect the GATA2 protein level (Figure 4B and Supplementary Figure S14B), it significantly decreased GATA2 binding to regulatory regions of *NR3C1* and *SLC7A11* (Figure 4C). We next examined the effect of K7174 on recruitment of AR, Pol II, MED1 and MED14 to regulatory elements of *NR3C1, SLC7A11, TSC22D3, LAMP3, VEGFA* and *CEMIP*. Exposure to K7174 significantly attenuated the recruitment of AR, coactivators and Pol II to regulatory regions of these six genes (Figure 4D–F and Supplementary Figure S15). Similar to the case of GATA2, exposure to K7174 had no effect on protein expression levels of AR or Mediator (Figure 4G). Taken together, these data suggest that K7174 decreases enzalutamide-induced transcription complex loading on regulatory regions of enzalutamide-activated genes. This may account, at least in part, for the decreased mRNA expression of these genes after K7174 treatment.

**Figure 4.**
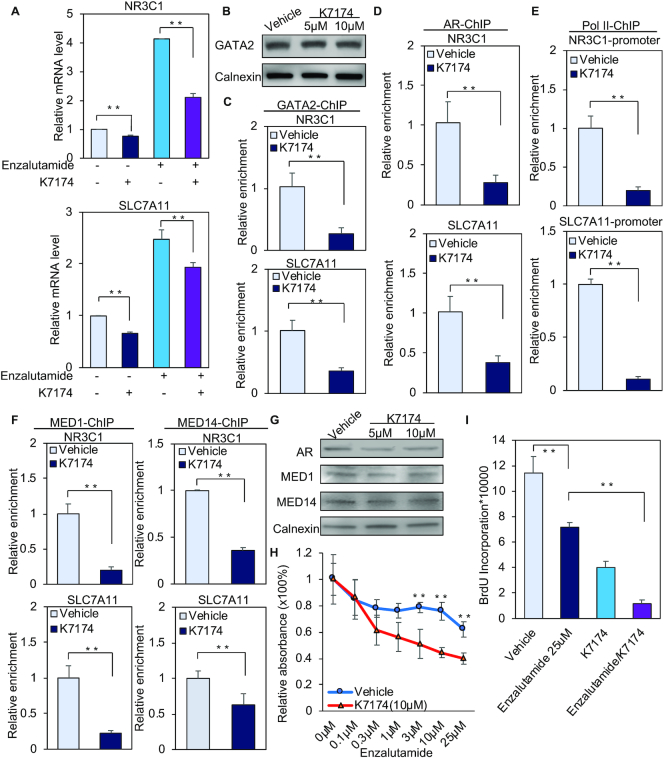
GATA2 inhibitor K7174 attenuates enzalutamide-induced gene transcription and represses prostate cancer cell proliferation. (**A**) LNCaP cells were treated for 24 h with vehicle, 25 μM enzalutamide, 10 μM K7174 or 25 μM enzalutamide together with 10 μM K7174. RT-PCR was performed with the total RNA. (**B**) Western blot analysis of GATA2 protein levels after LNCaP cells were treated with vehicle or the indicated dose of K7174 for 24 h. (C–F) LNCaP cells were treated with vehicle or 10 μM K7174 for 20 h, then with vehicle or 25 μM enzalutamide for another 4 h. GATA2 ChIP assays (**C**), AR ChIP assays (**D**), or MED1 and MED14 ChIP assays (**E**) were performed on *NR3C1* and *SLC7A11* enhancers, and Pol II ChIP (**F**) assays were conducted on the *NR3C1* and *SLC7A11* promoters. **(G)** The protein expression of AR, MED1 and MED14 was detected by western blot after the LNCaP cells were treated with vehicle or 5 μM K7174 or 10 μM K7174 for 24 h. (H and I) LNCaP cells were split in 96 well plates (5,000 cells per well) and were treated with vehicle or 10 μM K7174 together with different concentrations of enzalutamide for 72 h. WST-1 assay (**H**) and BrdU incorporation assay (**I**) were performed to analyze the relative cell proliferation. **P < 0.01. Results of ChIP and quantitative RT-PCR assays are reported as the mean of two to four replicates, with error bars representing the standard deviation.

Finally, we examined whether K7174 affects enzalutamide-inhibited cell growth. Importantly, exposure to K7174 sensitized LNCaP and LAPC4 cells to enzalutamide treatment (Figure 4H, I and Supplementary Figure S16), suggesting that K7174 inhibition of transcription complex binding to enzalutamide-inducible genes may enhance the cell growth inhibitory effect of enzalutamide. Given that enzalutamide induces *NR3C1(GR)* transcription and that GR antagonist mifepristone is a clinically applicable agent (42), we next examined the effect of mifepristone alone or in combination with enzalutamide/K7174 on LNCaP cell growth. While exposure to mifepristone alone caused a modest decrease in the growth of LNCaP, co-treatment with mifepristone and enzalutamide led to stronger cell growth inhibition compared with enzalutamide alone (Supplementary Figure S17), suggesting that mifepristone augments the antigrowth effect of enzalutamide. Importantly, co-treatment of K7174 and enzalutamide showed stronger effect in inhibiting cell growth than combined treatment with mifepristone and enzalutamide (Supplementary Figure S17). In addition, there was no significant difference in cell growth inhibition between the mifepristone/enzalutamide/K7174 group and the enzalutamide/K7174 group (Supplementary Figure S17). These results suggest that targeting the GR upstream regulator GATA2 by K7174 is sufficient to inhibit enzalutamide-induced oncogenic transcription and thus sensitize prostate cancer cells to enzalutamide treatment.

## DISCUSSION

Although enzalutamide was initially thought to act as a pure AR antagonist (9), our recent finding that enzalutamide switches AR binding from canonical ARE to a distinct DNA motif (16) suggests that enzalutamide may act as a partial agonist in AR-mediated transcription. Indeed, our RNA-seq analysis found that enzalutamide stimulates a distinct class of cancer-relevant genes not affected by DHT (Figures 1, 2E and Supplementary Figure S1, 10). While the downregulation of some growth related genes such as *BIRC5* and *CDK1* by enzalutamide (Supplementary Figures S1 and S2) may account for enzalutamide-induced growth inhibition of prostate cancer cells (9,16), the upregulation of cancer-promoting genes such as *NR3C1* (23,43), *SLC7A11* (24–26) and *LAMP3* (44) by enzalutamide-liganded AR (Figure 1, Supplementary Figures S1, S3 and S10) suggests that these pathways may contribute to the emergence of resistance and that an opportunity exists to improve the therapeutic efficacy of enzalutamide by blocking these effects simultaneously.

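In the RNA-seq of LNCaP cells with 10 μM enzalutamide, BIRC5 (chromosome 17, 78214186 to 78225636) was at 89.1 CPM ± 0.913 (SD, n = 2) in vehicle, 82.6 CPM ± 1.03 at 4 h and 40.2 CPM ± 0.531 at 24 h. The log2 fold change was -1.15 at 24 h (standard error 0.0386, adjusted p = 2.97e-10, edgeR) and -0.11 at 4 h (adjusted p = 0.0656), which passed the threshold under several alternatives. CDK1 (chromosome 10, 60778331 to 60794852) was at 226 CPM ± 11.2 in vehicle, 209 CPM ± 13.7 at 4 h and 80.3 CPM ± 2.49 at 24 h. Its log2 fold change was -1.49 at 24 h (standard error 0.0571, adjusted p = 5.56e-10, edgeR) and -0.11 at 4 h (adjusted p = 0.218), which passed the threshold with no filter on low counts (0.0454), with vehicle runs of sets 2 and 3 as the pair (0.0424) and with all 4 vehicle columns (0.0438, edgeR). With DHT for 24 h both genes rose, BIRC5 by 0.52 and CDK1 by 0.69 (adjusted p = 9.7e-08 and 2.9e-07, edgeR). At 25 μM in siControl cells, BIRC5 fell by 1.02 and CDK1 by 1.33 on the log2 scale (adjusted p = 5.24e-09 and 5.72e-09, limma, n = 3).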

GATA2 is the most highly expressed member of the GATA family in prostate tissue and is involved in prostate cancer aggressiveness (45). In prostate cancer, GATA2 facilitates androgen-responsive gene expression by three distinct modes of action: enhancing expression of AR itself, facilitating AR-enhancer binding by establishing an accessible local chromatin environment, and enhancing AR target gene expression through involvement in the formation and maintenance of regulatory chromatin loops between AR-bound distal enhancers and AR target gene promoters (21,46). GATA2 also regulates important non-androgen responsive genes (e.g. *IGF2*) involved in prostate cancer progression (47). Our results suggest that GATA2 directs enzalutamide-induced transcription by recruiting AR, MED1/MED14, and Pol II to regulatory elements of enzalutamide-responsive genes, revealing a novel role of GATA2 in directing antagonist-mediated transcription in prostate cancer. Previous studies have found that enzalutamide-responsive AR binding locations show higher chromatin accessibility than androgen-responsive AR binding locations (16). It is possible that GATA2, a transcription factor belonging to the GATA family that contains two zinc motifs mediating both chromatin binding and opening of the compact chromatin (48,49), contributes to the establishment of the highly accessible chromatin state on enzalutamide-responsive regions. Enzalutamide may also promote the formation of specific epigenetic architecture that facilitates GATA2 binding to enzalutamide-responsive regions (Figure 2A and Supplementary Figure S10D), resulting in a more open chromatin state. Future studies will be needed to test these hypotheses.

Although transcription factors are generally considered difficult to target in cancer therapy, the small molecule inhibitor K7174 has been used to target GATA2 regulation of androgen-responsive genes such as *PSA* and *TMPRSS2* (41). While a previous study shows that 20 μM K7174 decreases the GATA2 protein level and thus impairs GATA2-mediated transcription and prostate cancer growth (41), we found that 10 μM K7174 significantly decreases GATA2 chromatin binding and enzalutamide-induced transcription without affecting GATA2 protein levels (Figure 4). Since GATA2 directs enzalutamide-induced AR transcription complex binding (Figures 2, 3 and Supplementary Figure S10), it is very likely that inhibition of GATA2 binding by K7174 leads to impaired AR, Mediator and Pol II binding to enzalutamide-responsive gene loci (Figure 4 and Supplementary Figure S15). Importantly, the ability of K7174 to sensitize prostate cancer cells to enzalutamide treatment indicates that future studies should consider combining GATA2 inhibitors and enzalutamide to improve the therapeutic efficacy of enzalutamide in the treatment of prostate cancer.

It is worth noting that Shah *et al.* recently reported that AR binds to the –13.9 kb distal *NR3C1* enhancer in primary prostate cancer patient tissues (50). In CRPC cell models, they show that AR binds to this enhancer in the absence of ligand and that exposure to enzalutamide decreases AR binding, supporting their notion that AR binding to this enhancer represses *NR3C1* expression in CRPC cells, and that enzalutamide treatment decreases AR binding and thus releases this repression (i.e. de-repression) (50). In our studies, we find that AR binds to the same *NR3C1* distal element (Supplementary Figure S18) in the metastatic ADPC cell line LNCaP. Importantly, several lines of evidence support that this distal element acts as an active enhancer that drives enzalutamide-induced transcription in ADPC cells (Figure 1E–I, Figure 2D and Supplementary Figure S5). First, AR and Pol II binding as well as enrichment of active histone marks H3K4me1 and H3K27Ac on this distal region are augmented by enzalutamide treatment. Second, enzalutamide enhances the chromatin looping between this distal element and the *NR3C1* promoter. Third and most importantly, deletion of this distal element completely abolishes enzalutamide-induced transcription. Our findings thus reveal a novel active function of this enhancer in ADPC. Nonetheless, regardless of activation or de-repression of *NR3C1* expression by enzalutamide-liganded AR binding to this enhancer, GR expression is increased by enzalutamide treatment. Thus, GR inhibition decreases ADPC and CRPC prostate cancer cell growth and enhances the cell growth inhibitory effect of enzalutamide (Figure 4H, I, Supplementary Figure S11, S17) ((23,43,51,52). Importantly, since GATA2 functions upstream of *NR3C1* and other enzalutamide-induced cancer-promoting genes (e.g. *SLC7A11* and *LAMP3*) (Figures 2–4, Supplementary Figures S10, S13–S15), targeting GATA2 maybe a better strategy for improving AR-targeted therapy by enzalutamide (Supplementary Figure S17).

## DATA AVAILABILITY

The RNA-seq data has been deposited in the GEO database under the access code GSE125014.

## Supplementary Material

gkz790_Supplemental_File Click here for additional data file.

# Supplementary material for: Molecular determinants for enzalutamide-induced transcription in prostate cancer
**Source:** Nucleic Acids Res. 2019 Sep 10;47(19):10104–14. doi: 10.1093/nar/gkz790
**Supplement:** gkz790_Supplemental_File

**Molecular determinants for enzalutamide-induced transcription in prostate cancer**

Fuwen Yuan1**,** William Hankey1, Dayong Wu2, Hongyan Wang1, Jason Somarelli3, Andrew J. Armstrong3,4,5, Jiaoti Huang1,4, Zhong Chen1* & Qianben Wang1,4**

Supplementary Figures S1-S18

Supplementary Tables S1-S7

**SUPPLEMENTARY FIGURES**

Figure S1. Analysis of enzalutamide-regulated genes. (A) Unsupervised hierarchical clustering of enzalutamide-regulated genes (rows) from LNCaP cells in indicated conditions (columns) was performed. Red and green colors represent upregulation and downregulation, respectively. (B) A pie chart shows that 83 out of 91 enzalutamide upregulated genes (Fold>2, *p*<0.05) are not regulated by DHT. (C) Pathways and networks constructed using enzalutamide upregulated genes. Nodes and corresponding pathways are extracted according to interaction annotation.

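The pie chart in Supplementary Figure S1B counts the genes of Table S2 by their response to DHT. Of the 78 Table S2 genes with enough reads to be tested, 51 were called neither up nor down by 10 nM DHT at 4 h or 24 h (65.38%, 95% Wilson interval 54.3% to 75.0%). The other 27 were regulated by DHT, 23 of them downwards and 4 upwards. With an adjusted p below 0.05 in edgeR, 22 were regulated by DHT. Leaving out each library in turn gave shares between 64.1% and 75.64%.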

Figure S2. Analysis of DHT-regulated genes. (A) Unsupervised hierarchical clustering of DHT-regulated genes (rows) from LNCaP cells under indicated conditions (columns) was conducted. Red and green colors represent upregulation and downregulation, respectively. (B) Pie charts show DHT-regulated genes also regulated by enzalutamide (13 enzalutamide upregulated genes and 46 enzalutamide downregulated genes). (C) Enriched pathways containing DHT-regulated genes.

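In total, 993 genes were called with DHT at 4 h or 24 h, 375 of them up and 618 down. Of these, 58 were also called up by enzalutamide at either time and 94 were called down by enzalutamide. Of the 353 genes called down by enzalutamide, 62 were called up by DHT and 32 down. The same vehicle libraries were the control for both ligands, so part of the overlap in the same direction can arise by chance from shared values.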

Figure S3. Enzalutamide-liganded AR binding regulates distinct target genes compared with DHT-liganded AR. (A) LNCaP cells were cultured in 10% cFBS for 48 h, then vehicle or 10 nM DHT was added and cells were cultured for another 4 h or 24 h separately. Finally, total RNA was isolated for quantitative RT-PCR analysis. (B) LNCaP cells were cultured in 10% cFBS for 48 h, and treated with 25 µM enzalutamide for 4-48 h. Whole cell lysate was used for western blot analysis. (C) LNCaP cells were treated with vehicle or different doses of enzalutamide for 4 h or 24 h following growth in 10% cFBS for 48 h. Total RNA was isolated for quantitative RT-PCR analysis of the relative expression of *PSA* and *TMPRSS2*. (D and E) LAPC4 and CWR22Rv1 cells were cultured in 10% cFBS for 48 h and were treated with vehicle or 25 µM enzalutamide separately for 4 h or 24 h, then the total RNA was isolated and applied to quantitative RT-PCR analysis. (F) LNCaP cells were cultured in 10% cFBS for 48 h before treatment with vehicle or 10 µM or 25 µM enzalutamide for another 4 h, then cells were harvested for ChIP analysis using AR antibody. **p*0.05, ***p*0.01, results of ChIP and quantitative RT-PCR assays reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S4. Treatment with bicalutamide or darolutamide but not apalutamide upregulates *NR3C1* and *SLC7A11* expression. (A-C) Expression of *NR3C1* and *SLC7A11* was determined by quantitative RT-PCR after LNCaP cells were treated with vehicle or 25 µM of bicalutamide (A), darolutamide (B) or apalutamide (C) for 4 h or 24 h. ***p*0.01, ns, not significant, results of quantitative RT-PCR assays reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S5. Distal AR binding elements are critical for enzalutamide induced *NR3C1* and *SLC7A11* transcription activation. (A) 3C analysis of interaction between the AR binding site and the *NR3C1* promoter region. LNCaP cells were grown for 72 h in the absence of hormone and then treated with vehicle or 25 µM enzalutamide for an additional 4h before cell harvest. 3C assays were performed using locus-specific primers. The grey shading indicates the AR binding fragment, while the black shading shows the *NR3C1* promoter position. (B and C) Top, gel images showing PCR amplification of genomic DNA using primers outside and inside of the enhancer region. sg-Control, a pair of sgRNAs that are predicted to not recognize any genomic regions; sg-del 1 and sg-del 2, two separate pairs of sgRNAs recognizing the boundaries of the *NR3C1* (B) and *SLC7A11* (C) enhancer regions. Bottom, PCR products were cloned into individual vectors and sequenced. Sequencing results represent the deletions induced by *NR3C1* sg-del 1 and sg-del 2 (B) and *SLC7A11* sg-del 1 and sg-del 2 (C). **p0.01.

Figure S6. Heat map showing GATA2 ChIP-seq tag distribution in LNCaP cells around enzalutamide responsive AR binding locations within ± 2 kb.

Figure S7. The role of FOXA1 in enzalutamide-induced gene transcription. (A) LNCaP cells growing in 10% cFBS for 72 h were treated with vehicle or 25 µM enzalutamide for 4 h, then the cells were harvested for ChIP analysis of the enrichment of FOXA1 in the enhancer regions of representative genes. (B and C) Quantitative RT-PCR and western blotting were performed to determine the knockdown efficiency of *GATA2* and *FOXA1* after LNCaP cells were transfected with control siRNA or *GATA2* or *FOXA1* siRNA pool for 72 h. (D) LNCaP cells were transfected with control siRNA or *FOXA1* siRNA pool and cultured in 10% cFBS for 48 h, then cells were treated with vehicle or 25 µM enzalutamide for another 4 h or 24 h. Total RNA was then isolated to analyze the relative expression of representative genes using quantitative RT-PCR. **p*0.05, ***p*0.01, results of ChIP and quantitative RT-PCR assays reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S8. (A) RNA-seq analysis of 25 µM enzalutamide and GATA2 knockdown-regulated genes. Unsupervised hierarchical clustering of genes (rows) regulated by 25 µM enzalutamide treatment and/or GATA2 knockdown- of LNCaP cells under indicated conditions (columns) was conducted. Red and green colors represent upregulation and downregulation, respectively. (B) Pie charts show enzalutamide-upregulated genes also upregulated by GATA2 (235 enzalutamide upregulated genes and 221 GATA2-upregulated genes).

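Of the 235 genes of Table S3, 205 were lower in siGATA2 than in siControl cells under 25 μM enzalutamide with p below 0.05 (limma), a share of 87.23% (95% Wilson interval 82.4% to 90.9%). By sign alone 221 of them were lower, or 94.04%, and with a 2-fold threshold 95, or 40.43%. In vehicle, 69 of the 235 genes (29.36%) were lower and 54 (22.98%) higher with siGATA2 at p below 0.05. The effect of enzalutamide was smaller in siGATA2 cells for 208 of them (88.51%, interaction term). Random lists of 235 genes matched on expression gave a median of 26.81% lower (95% of lists between 21.7% and 32.77%). The median log2 effect of enzalutamide on the Table S3 genes was 0.928 in siControl and 0.0506 in siGATA2 cells, on the log2(RPKM + 0.1) scale.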

Figure S9. The distribution of enzalutamide-liganded AR binding around the transcription start sites (TSS) of genes regulated by both enzalutamide and GATA2.

Figure S10. GATA2 knockdown inhibits enzalutamide-induced gene transcription. (A) LNCaP cells were transfected with *GATA2* siRNA or control siRNA, and cells were treated with vehicle or 25 µM enzalutamide for 24 h. Total RNA was isolated and amplified with gene-specific primers. (B) LNCaP cells were exposed to vehicle or 10 nM DHT for 24 h and total RNA was isolated and amplified with gene-specific primers. (C and D) AR (C) and GATA2 (D) LNCaP cells were transfected with GATA2 siRNA and/or treated with 25 µM enzalutamide, followed by ChIP assays to determine the relative enrichment of AR and GATA2 on distal regulatory regions from representative genes. Statistical significance was assessed using the Student’s *t*-test, ***p*0.01, and results were reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S11. Knockdown of enzalutamide-upregulated genes sensitizes LNCaP cells to enzalutamide-induced inhibition of cell proliferation. LNCaP cells were transfected with siCtrl (Control siRNA) or siRNA pools targeting the indicated genes. 24 h later, cells were split into 96 well plates (200~5000 cells per well) and treated with vehicle or 25 µM enzalutamide. WST-1 assays were performed to analyze the relative cell proliferation after 24 h, 72 h and 120 h, separately. ***p*0.01, results reported as the mean of six replicates, with error bars representing the standard deviation.

Figure S12. *MED1* and *MED14* coactivate enzalutamide-induced transcription.(A and B) Quantitative RT-PCR (A) and western blot (B) assays were performed after LNCaP cells were transfected with siMED1 or siMED14. (C) Total RNA was isolated to analyze the relative expression of representative genes using quantitative RT-PCR after LNCaP cells were transfected with control siRNA or *MED1* or *MED14* siRNA pools and then treated with vehicle or 25 µM enzalutamide for the indicated time. ***p*0.01, results of RT-PCR assays reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S13. LNCaP cells were treated for 24 h with vehicle, 25 µM enzalutamide, 10 µM K7174 or enzalutamide together with K7174, and total RNA was subjected to RT-PCR to analyze relative gene expression. ***p*0.01. Results of quantitative RT-PCR assays are reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S14. GATA2 inhibitor K7174 disturbs enzalutamide-induced gene transcription in LAPC4 cells . (A) LAPC4 cells were cultured in 10% cFBS for 48 h and were treated with vehicle or 25 µM enzalutamide or 10 µM K7174 or 25 µM enzalutamide together with 10 µM K7174 for 24 h. Quantitative RT-PCR was performed with the total RNA. (B) LAPC4 cells were treated with vehicle or 10 µM K7174 for 24 h. Then cells were harvested, and total protein was applied for western blot analysis using the indicated antibodies. ***p*0.01. Results of quantitative RT-PCR assays are reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S15. GATA2 inhibitor K7174 attenuates enzalutamide-induced gene transcription. LNCaP cells were cultured in charcoal-stripped FBS for 48 h, treated with vehicle or 10 µM K7174 for 20 h, then treated with vehicle or 25 µM enzalutamide for another 4 h. AR, MED1 and MED14 ChIP assays were performed with detection of distal *TSC22D3, LAMP3, VEGFA* and *CEMIP* elements, and Pol II ChIP assays were conducted with detection of the *TSC22D3, LAMP3, VEGFA* and *CEMIP* promoters. ***p*0.01. Results of ChIP assays are reported as the mean of two to four replicates, with error bars representing the standard deviation.

Figure S16. GATA2 inhibitor K7174 disturbs enzalutamide-induced gene transcription and decreases LAPC4 cell proliferation. LAPC4 cells were split in 96 well plates (5000 cells per well) and were treated with vehicle or 10 µM K7174 together with different concentrations of enzalutamide for 72 h. WST-1 assays were performed to analyze relative cell proliferation. ***p*0.01, results of WST-1 assays reported as the mean of two to six replicates, with error bars representing the standard deviation.

Figure S17. K7174 together with enzalutamide shows the strongest combined cell growth inhibition effect in LNCaP cells. LNCaP cells were split in 96 well plates (5000 cells per well) and were treated with vehicle, 25 µM enzalutamide, 10 µM K7174, 100 nM mifepristone, or a combination of enzalutamide with a second chemical for 72 h. BrdU incorporation assays were performed to analyze relative cell proliferation. (**p0.01, ns, not significant, results of BrdU incorporation assays reported as the mean of six replicates, with error bars representing the standard deviation.

Figure S18: UCSC Genome Browser views of the distribution of H3K27ac and H3K4me1 in LNAR, LREX, LREXEnz cells, as well as AR binding in primary prostate cancer tissues (1). and both H3K4me1/2 and AR binding in LNCaP cells at the *NR3C1* locus (2).

**Table S1 siRNA sequences**

| siGATA2 (Dharmacon ON TARGET plus siRNA) | (1) UCGAGGAGCUGUCAAAGUG  (2) ACUACAAGCUGCACAAUGU  (3) GAAGAGCCGGCACCUGUUG  (4) GCCCAGGCCUAGCUACUAU |
| --- | --- |
| siFOXA1 (Dharmacon ON TARGET plus siRNA) | (1) GCACUGCAAUACUCGCCUU  (2) CCUCGGAGCAGCAGCAUAA  (3) CCUAAACACUUCCUAGCUC  (4) GAACAGCUACUACGCAGAC |
| siMED1 (Dharmacon ON TARGET plus siRNA) | (1) GCAGAGAAAUCUUAUCAGA  (2) CCAUUAAGCUUGUGCGUCA  (3) CAGCAAUGACUGAUCGUUU  (4) GGCCGAAGAGCAAGGCUUA |
| siMED14 (Dharmacon ON TARGET plus siRNA) | (1) GAAUAGCAUGCACGAUUA  (2) CCACACAACUGUCGUACAA  (3) GCACUUGGGUAGCAGAGUU  (4) GGAUGCAAUUCGCUUAUUA |
| Non-targeting pool (Dharmacon ON TARGET plus siRNA) | (1) UGGUUUACAUGUCGACUAA  (2) UGGUUUACAUGUUGUGUGA  (3) UGGUUUACAUGUUUUCUGA  (4) UGGUUUACAUGUUUUCCUA |

**Table S2 10 µM Enzalutamide upregulated genes**

| CD55 | KLHDC7B | FOCAD-AS1 |
| --- | --- | --- |
| TRIB3 | F3 | ADRA1A |
| CHAC1 | DIO3 | PXDC1 |
| SLC6A9 | FAM84A | LTF |
| TENM1 | FGFR2 | MCHR2 |
| TSC22D3 | PDE2A | C1orf220 |
| FAM129A | SLC7A11 | SLURP1 |
| C1orf158 | FRG1DP | ATE1-AS1 |
| CCPG1 | STKLD1 | TGM1 |
| CAPN5 | TSLP | TMPRSS3 |
| DDIT3 | COLCA2 | PLAC1 |
| DMGDH | FAM167A | CEMIP |
| HIST1H4D | FLRT1 | LURAP1L |
| FAM131B | SPX | LOC101928020 |
| ADM2 | SERPINA3 | C20orf197 |
| CDH26 | COL16A1 | DGCR5 |
| DNAH10 | BARX1 | WNT5B |
| BCAT1 | FAM225A | GPAT3 |
| ASNSP1 | GPR1 | DNER |
| FIGNL2 | VLDLR-AS1 | LCN2 |
| BEST1 | BCL11B | SCARNA7 |
| FIBIN | FLJ36000 | LOC101928605 |
| NR3C1 | PABPC1L | LOC284577 |
| KRT75 | ARHGAP9 | ARHGAP19-SLIT1 |
| ETV5 | LINC01277 | LOC102724450 |
| PLEKHH2 | PIK3R6 | RRAD |
| INHBE | ANGPT2 | STARD4-AS1 |
| DHRS3 | RELN | LOC105377763 |
| LINC01512 | RORA | MBD3L2B |
| MOV10L1 | PCOLCE2 |  |
| SGK2 | PHF21B |  |

**Table S3** 25 µM Enzalutamide upregulated genes

**Table S4** ChIP PCR primers

| NR3C1 Enhancer | Forward | ACGTGCTCTTTAACCAGCAAAAT |
| --- | --- | --- |
|  | Reverse | GTGTGGAGAACCCAACTAGGA |
| SLC7A11 Enhancer | Forward | CTGGCGCTGCTTGTGAAAAT |
|  | Reverse | GGTCTGCAAGTGGTGAAAGG |
| NR3C1 Promoter | Forward | CACGTTCATAGGACCCCTGC |
|  | Reverse | TCCTTTCTCAGGACGGACCA |
| SLC7A11 Promoter | Forward | ACCGTCCAGATGGTCAGAGA |
|  | Reverse | TTGGCACCATCATTGGAGCA |
| PSA Enhancer | Forward | TGGGACAACTTGCAAACCTG |
|  | Reverse | CCAGAGTAGGTCTGTTTTCAATCCA |
| TMPRSS2 Enhancer | Forward | TGGTCCTGGATGATAAAAAAAGTTT |
|  | Reverse | GACATACGCCCCACAACAGA |
| TSC22D3 Promoter | Forward | TCTCCGTCTGTCGTTACCCT |
|  | Reverse | GAAACCCTGGAAACCCACCA |
| LAMP3 Promoter | Forward | AGAGAAACCTACCTGTGCCG |
|  | Reverse | GTGCGGTAAACGGTCCCA |
| VEGFA Promoter | Forward | TAGCAAAGAGGGAACGGCTC |
|  | Reverse | AACTCTGTCCAGAGACACGC |
| CEMIP Promoter | Forward | GGAGGGAAGTTTCATCGGGG |
|  | Reverse | AGAGGCCGCTTTTATAGCCA |
| TSC22D3 Enhancer | Forward | CTTTACAAGGGACCACGTCAAT |
|  | Reverse | AAGCAATTTGAGGGTAGGGC |
| LAMP3 Enhancer | Forward | CAGCCTGGCCAGTATGTACC |
|  | Reverse | TCTATGTGCAGGCACTGACG |
| VEGFA Enhancer | Forward | GCCATTCACAGTATTCTGCACC |
|  | Reverse | GGAAGCTCTTGCTGCTCATGG |
| CEMIP Enhancer | Forward | CCCGCCCGGGACAATATTTA |
|  | Reverse | GAACCGCCTGGCTCAGTAG |

**Table S5** Quantitative RT-PCR primers

| 18S rRNA | Forward | GTAACCCGTTGAACCCCATT |
| --- | --- | --- |
|  | Reverse | CTACCACATCCAAGGAAGCA |
| NR3C1 | Forward | GCAAAGGCAATACCAGGTTTCA |
|  | Reverse | CAGGAGCAAAACACAGCAGG |
| SLC7A11 | Forward | ATGCAGTGGCAGTGACCTTT |
|  | Reverse | CATGGAGCCAAAGCAGGAGA |
| PSA | Forward | ACGCTGGACAGGGGGCAAAAG |
|  | Reverse | GGGCAGGGCACATGGTTCACT |
| TMPRSS2 | Forward | GGACAGTGTGCACCTCAAAGAC |
|  | Reverse | TCCCACGAGGAAGGTCCC |
| GATA2 | Forward | AGGAAGGGATCCAGACTCGG |
|  | Reverse | TTTGACAGCTCCTCGAAGCA |
| FOXA1 | Forward | ACAGCTACTACGCAGACACG |
|  | Reverse | CCCAGGCCTGAGTTCATGTT |
| MED1 | Forward | TGGACTGGGCTCTCATCTCA |
|  | Reverse | TAGCTGCTGTACAAGCTCCG |
| MED14 | Forward | GGCTGAGCACCCTCATTGAA |
|  | Reverse | TTGGCAGTAGGTCCGTCAAC |
| TSC22D3 | Forward | GCAGACCGCTAACTAGCTCA |
|  | Reverse | AGGGTGCCTGGAAAAGACAA |
| LAMP3 | Forward | CCTGCAGGTGAAAACAACCG |
|  | Reverse | ATGGCCCCAATCACAGGAAG |
| VEGFA | Forward | AAGGGGCAAAAACGAAAGCG |
|  | Reverse | GGAGGCTCCAGGGCATTAGA |
| CEMIP | Forward | TTCAAGACGTGGAGTGGACG |
|  | Reverse | CTGGGTGAGCTTTCCAGAGG |

**Table S6 3C primers (Sequence (5’-3’))**

| NR3C1-Region1 | TGAGACAGGATTTGACCCACT |
| --- | --- |
| NR3C1-Enhancer | TGTTTAGTGTGTGGAGAACCC |
| NR3C1-Region3 | AGTCAAGTCTAGGAGCAGCCC |
| NR3C1-Region4 | ACAGTGGGGTTTCTTATAAATGCAC |
| NR3C1-Region5 | CTGCCCATTGCACTGATTCC |
| NR3C1-Region6 | GAGTTAGCCTGCCCAAGGTT |
| NR3C1-anchor | ACTTTGACATCAACTTGAACCT |
| NR3C1-Tagnan probe | CTATTCATCCTGCCGCTCACTGAAC |
| NR3C1-Region7 | ACGTTCAAATGTTCCTGCAAGTT |
| NR3C1-Region8 | ATGGCATTAACTTAGCACTGGGA |
| NR3C1-Region9 | GCCTAATGTGAAAGTCGGAAC |
| NR3C1-Region11 | TTTGCAAATGCCCCTTCAGA |
| 3C GADPH loading control+ | ACAGTCCATGCCATCACTGCC |
| 3C GADPH loading control- | GCCTGCTTCACCACCTTCTTG |
| 3C GADPH Hind III control+ | CTAGGCAGCAGCAAGCATTC |
| 3C GADPH Hind III control- | TGAGCTGCTTCAACTTTGGAAT |

Table S7 Primers used for enhancer deletion

| Dummy_sg1_F | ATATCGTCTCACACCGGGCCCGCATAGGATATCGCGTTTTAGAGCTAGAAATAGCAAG |
| --- | --- |
| Scaffold_R | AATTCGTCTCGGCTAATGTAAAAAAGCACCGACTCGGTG |
| H1promoter_F | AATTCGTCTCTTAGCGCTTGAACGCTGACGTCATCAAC |
| Dummy_sg2_R | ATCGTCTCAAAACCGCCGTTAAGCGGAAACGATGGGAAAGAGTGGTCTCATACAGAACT |
| NR3C1del_sg1_F | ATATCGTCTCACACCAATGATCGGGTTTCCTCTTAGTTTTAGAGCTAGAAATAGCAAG |
| NR3C1del_sg2_R | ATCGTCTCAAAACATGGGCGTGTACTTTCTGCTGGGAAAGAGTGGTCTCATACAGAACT |
| NR3C1del_sg3_F | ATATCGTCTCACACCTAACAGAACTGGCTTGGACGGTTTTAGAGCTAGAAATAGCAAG |
| NR3C1del_sg4_R | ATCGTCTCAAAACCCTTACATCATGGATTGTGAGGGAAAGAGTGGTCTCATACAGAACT |
| SLC7A11del_sg1_F | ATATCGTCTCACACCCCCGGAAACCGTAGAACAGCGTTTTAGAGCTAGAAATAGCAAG |
| SLC7A11del_sg2_R | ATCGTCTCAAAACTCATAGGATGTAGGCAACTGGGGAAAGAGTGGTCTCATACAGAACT |
| SLC7A11del_sg3_F | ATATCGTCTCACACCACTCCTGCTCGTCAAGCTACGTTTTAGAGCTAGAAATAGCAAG |
| SLC7A11del_sg4_R | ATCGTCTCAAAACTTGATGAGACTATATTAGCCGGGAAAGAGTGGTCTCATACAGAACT |
| qNR3C1-F1 | GATAGCCCTGTAGGCACACC |
| qNR3C1-R1 | CTCATTGGTGACAACAGCCTTAAG |
| qNR3C1-F2 | TATCAGGCCTCTCCCAGCTT |
| qNR3C1-R2 | TTCACCTTCTGACCTGTGCC |
| SLC7A11-F1 | GGACTCATCCTCACAGAG |
| SLC7A11-R1 | AGACCAATGAGTTTTAATGCCG |
| SLC7A11-F2 | ATAAACATTGACTGGCGCTGC |
| SLC7A11-R2 | ATGTAGGCAACTGTGGTAACTCT |

**REFERENCES FOR SUPPLEMENTAL MATERIALS**

1. Shah, N., Wang, P., Wongvipat, J., Karthaus, W.R., Abida, W., Armenia, J., Rockowitz, S., Drier, Y., Bernstein, B.E., Long, H.W. *et al.* (2017) Regulation of the glucocorticoid receptor via a BET-dependent enhancer drives antiandrogen resistance in prostate cancer. *Elife*, **6,** e27861.

2. Chen, Z., Lan, X., Thomas-Ahner, J.M., Wu, D., Liu, X., Ye, Z., Wang, L., Sunkel, B., Grenade, C., Chen, J. *et al.* (2015) Agonist and antagonist switch DNA motifs recognized by human androgen receptor in prostate cancer. *EMBO J*, **34**, 502-516.

How the deposited data were processed for this re-analysis (not part of the article)

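RNA-seq data of LNCaP cells from 2 experiments were processed. The first compared vehicle, 10 μM enzalutamide and 10 nM DHT at 4 h and 24 h. The second compared siControl and siGATA2 cells treated with vehicle or 25 μM enzalutamide for 24 h, beginning 72 h after transfection. Every sample was mapped to its condition from the sample labels and the paper, and the number of columns of values per sample that were not used is 0.

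For the first experiment the authors aligned the reads with TopHat, quantified genes in Partek Genomics Suite with default settings and deposited estimated counts per gene, without normalization. The genome build and the annotation version are not given in the sources used here. The estimated counts are not all whole, since reads shared between genes were split, and they were rounded before testing. The vehicle table lists 20260 genes and the ligand tables 21962, with 19995 in both. A gene missing from one of these tables was set to 0 there. The 1967 genes of the ligand tables alone had at most 61 counts in total, and the 265 genes of the vehicle table alone had at most 5.

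For the second experiment the files hold RPKM values that the authors computed and deposited, as the legend of Fig. 2E also names them, although the design of the tests had assumed counts. Count tools were therefore not run on them. The unit was checked on the values, since no column sums to a fixed total and the steps between small values depend on the gene. Those steps gave the approximate number of mapped reads of each library.

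The ligand counts were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood method with TMM factors and the default filter on low counts. All 10 libraries entered one model of 5 conditions, so that the conditions share an estimate of the spread. Vehicle columns that carry the same replicate number were summed. The siRNA values were tested with limma 3.58.1 on log2(RPKM + 0.1), with a variance trend, for genes above 0 in at least 3 libraries, in one model of 4 conditions and 12 libraries. A gene was called when its fold exceeded 2 with an unadjusted p below 0.05. P-values of single genes are given after Benjamini-Hochberg adjustment over all genes tested in that comparison. The effect of siGATA2 on the response to enzalutamide was tested as an interaction term. Intervals of shares are 95% Wilson intervals over genes, and they cover counting error only. Random lists (10000 per test) were matched on mean expression by drawing from the 100 ranks on either side of each gene, or from the 50 nearest genes where length or GC content was matched too. Unchanged groups were simulated against the shared controls, 20 times for DHT and 100 times for siGATA2. Bootstrap intervals of medians rest on 1000 samples of genes and permutation tests on 100000 resamples. Each step was tested on simulated data for the same genes, with 200 genes changed by known folds. The changed genes were drawn from those with a mean above 1 CPM or 1 RPKM, so recovery of weaker genes was not tested. Recovery meant an adjusted p below 0.05 in the right direction, without a fold threshold. For the comparison of enzalutamide with vehicle at 4 h (15391 genes), 97.0% of the genes changed 2-fold and 91.0% of those changed 1.5-fold were recovered. For enzalutamide in siControl cells (20365 genes) these shares were 98.5% and 91.0%. DESeq2 1.42.0 served as an alternative. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

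Gene lists for ATF4 targets, NRF2 targets, ER chaperones (targets of ATF6 and XBP1), the androgen response and the cell cycle were tested with camera at a preset correlation of 0.01 between genes. Fry and camera with an estimated correlation were run beside it. Of 200 unchanged lists of 50 genes simulated for enzalutamide in siControl cells, 1.5% had a camera p below 0.05. The genes were simulated independently of each other, so this check cannot show whether the preset correlation is too low for genes that vary together. P-values of lists are adjusted over all lists and comparisons of an experiment.

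The genes named in the text are those the paper names for expression, the transcription factors ATF4 and NFE2L2 of the lists, and by rule, for each comparison, the 3 largest rises and 3 largest falls. That rule took genes with an adjusted p below 0.05, an average log2 level of at least 1 and no overlap between the groups. The results of 1 gene that the rule names are not reported here. The tests, thresholds, gene lists, rule for named genes and most alternatives were chosen before the data were examined. The summing of the vehicle runs, the use of limma on RPKM values and the alternatives specific to RPKM values were chosen afterwards.

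In the labels of both experiments the conditions share replicate numbers. The deviations of same-numbered libraries from their group means were correlated between -0.164 and 0.193 in the ligand experiment and between -0.342 and 0.28 in the siRNA experiment. Only between siControl and siGATA2 cells under enzalutamide were all 3 same-numbered pairs correlated above 0.1 (0.113, 0.241 and 0.148), and neither the paper nor the labels say what the numbers share. The replicate number as a block was therefore an alternative. The other alternatives were DESeq2, RLE factors or library size in place of TMM, other filters on low values, limma on log2(CPM + 1), an adjusted p, a fold of 1.5, only the groups compared, each library left out in turn, every pair of vehicle columns, other pseudocounts, a median-ratio scaling and other ways of combining the times. Genes that share reads with near-identical copies or overlapping genes are uncertain. RT-PCR, ChIP and protein data were not analysed here. SiRNA sequences and gene positions were taken from GRCh38 with its GENCODE annotation.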

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

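The tests of a lower exposure to enzalutamide, of the starting level of the induced genes and of the repressed genes not lower in vehicle, of permuted residuals and of GATA2 with each 4 h library left out were chosen only after their results had been seen.

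The effect of 10 μM enzalutamide differed between 4 h and 24 h for 6 of the 9 genes compared, in a direct test of 24 h against 4 h with edgeR (n = 2 per time). BIRC5 and CDK1 fell further by 24 h, by a log2 difference of -1.04 (adjusted p = 8.3e-10, edgeR) and -1.38 (adjusted p = 1.5e-09, edgeR). TSC22D3 rose further by 0.264 (adjusted p = 0.00157, edgeR), VEGFA by 0.371 (adjusted p = 0.000156) and ATF4 by 0.207 (adjusted p = 0.000287). GATA2 was lower than in vehicle at both times but less so at 24 h, with a difference of 0.205 (adjusted p = 0.0071, edgeR). A single deviating 4 h library argues poorly for the whole pattern, because 5 of the 6 genes kept their sign and an adjusted p below 0.05 without either 4 h library. GATA2 did not, since its difference was 0.278 without 4 h replicate 1 and 0.129 without replicate 2, with a larger adjusted p of 0.0556, so that for GATA2 a single library and a time effect cannot be told apart with 2 replicates. A difference from sequencing alone is also argued against, since all 6 genes kept the sign and most of the size of the difference when each time was compared with the vehicle run of its own set. Those vehicle runs are taken here as runs of 1 replicate, so they cannot show differences between sets in culture, treatment or library preparation. Such differences stay open, because each time comes from 1 set. How far time in culture contributes stays open too, because the vehicle cells have no stated time. A time-dependent action of enzalutamide was not tested apart from these.

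DHT effects also changed with time in direct comparisons of 24 h with 4 h. KLK3 rose further by 1.77 (adjusted p = 7.09e-11, edgeR), while TMPRSS2 was lower at 24 h than at 4 h by -0.211 (adjusted p = 0.000308) and SLC7A11 by -0.388 (adjusted p = 0.00438). Among the ligand conditions, only the DHT 24 h replicates come from different sequencing sets. Vehicle replicate 1 is the sum of runs from 3 sets and replicate 2 comes from 1 of them. No technical or biological explanation was tested for these genes.

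The effect of 25 μM enzalutamide differed between siGATA2 and siControl cells (interaction term, limma, n = 3 per condition). Of the genes that rose in siControl cells, the effect was smaller with siGATA2 for NR3C1 (-0.268, adjusted p = 0.0202), SLC7A11 (-0.916), TSC22D3 (-0.995), VEGFA (-1.33), CEMIP (-0.401), LAMP3 (-1.93) and ATF4 (-1.06). CEMIP depended on single libraries, with an adjusted p of 0.0516 without siGATA2 enzalutamide replicate 1 and 0.0507 without replicate 3 (limma; 0.0167 to 0.0524 over the other alternatives). The repressed genes BIRC5 (0.787) and CDK1 (1.18) fell less with siGATA2. Across all genes, 368 passed the thresholds for the interaction. For 366 of them the interaction was opposite in sign to the effect in siControl cells, 126 of these being rises and 240 falls there. These genes are counted as reduced below, but effect sizes were not compared, so effects that changed direction with siGATA2 are included. Of the 366, 83 were called up and 208 down in siControl cells. The list of ATF4 targets shifted by a median of -0.814 (camera adjusted p = 8.16e-36, limma; 49 of 51 genes lower; 47 down over all genes and 48 adjusted over the list alone) and the cell-cycle list by 0.835 (8.4e-30; 36 of 36 genes higher; 35 and 36 up). Of 100 ways of dividing the 12 libraries into 4 groups of 3, the actual one included, 7 gave at least as many reduced genes. These divisions carry the separate effects of siGATA2 and enzalutamide into the interaction, so they do not decide about chance. When the residuals of a model without an interaction were permuted over the 12 libraries instead, only the actual arrangement, 1 of 100, gave as many reduced genes, with a median of 35 and at most 178 in the others, which argues against chance differences between libraries. Without a fold threshold, the interaction had an adjusted p below 0.05 for 5264 genes (limma). On simulated values 39 unchanged genes passed the fold and p thresholds for the interaction.

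Several explanations of this damping were tested on genes called at 24 h in the other experiment, which were selected on other libraries. The 132 genes up at 10 μM had a median interaction of -0.53 (bootstrap 95% interval -0.619 to -0.411) and the 306 genes down a median of 0.788 (0.718 to 0.897), which argues against selection on the shared siControl libraries. That the siGATA2 enzalutamide cells received no enzalutamide is argued against mainly by the repressed genes, which still had a median of -0.145 in siGATA2 cells (-0.158 to -0.134). The median of the induced genes was 0.0228 there, with an interval that includes 0 (-0.000604 to 0.0673), although the larger camera p of the 2 groups was 0.00015 (fry 0.0142, estimated correlation 0.024). A higher starting level in siGATA2 cells is argued against for the 76 induced genes that siGATA2 did not raise in vehicle, as their median interaction was -0.622 (-0.869 to -0.399), while choosing genes by a low vehicle level favours the opposite sign. For the other 56, the median of -0.455 decides nothing, since choosing genes by a high vehicle level favours this sign, and a higher starting level stays open. For the repressed genes, siGATA2 in vehicle already lowered them by a median of -0.7 (-0.738 to -0.654). These values enter the interaction too, so whether the lower starting level accounts for the smaller fall cannot be told apart from a reduced response. The 25 repressed genes that siGATA2 did not lower in vehicle do not decide it either, with a median interaction of 0.0484 (-0.022 to 0.292). A lower exposure of the siGATA2 cells to the drug stays open, as only 10 of 8582 responding genes kept significantly more of their effect than they lost, and 1399 significantly less. A role of GATA2 in the response, which the paper proposes, may apply to the induced genes, and it cannot be told apart from a lower exposure or another effect of the siRNA pool, since the design has 1 pool per arm.

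Genes downstream of the stress-induced transcription factor ATF4, which the paper does not discuss, rose with enzalutamide in both experiments. The median log2 fold change of the 51 listed targets was 0.522 at 4 h and 0.619 at 24 h of 10 μM and 0.909 at 25 μM in siControl cells (camera adjusted p = 2.54e-53, 3.55e-39 and 1.3e-33, limma). At an adjusted p below 0.05 over all genes, 43, 49 and 49 of the 51 rose, and 46, 49 and 49 when adjusted over the list alone. Higher values were found for 50 of 51 genes at 4 h, 51 at 24 h and 50 at 25 μM. Gene length and GC content are argued against at 24 h. Random lists matched on expression and length had medians between -0.0951 and 0.0394, and those matched on GC content between -0.0889 and 0.0302, against 0.619. Library size is likewise argued against, as thinning every library to the smallest total gave 0.621 (0.503 to 0.712). Of the 51 genes, 25 are in Table S2 or S3 and were thus picked by the study from these libraries. The other 26 had a median of 0.485 at 24 h and all rose (camera adjusted p = 1.59e-22, limma; 5.29e-23 before adjustment), which is consistent with a stress response through ATF4 as a hypothesis. ATF4 itself rose by 0.55 at 4 h and 0.76 at 24 h (adjusted p = 3.25e-07 and 8.45e-10, edgeR). With siGATA2 in vehicle the same list was lower, with a median of -0.447 (adjusted p = 1.35e-06 with camera, 0.0999 with an estimated correlation; 38 down and 9 up over all genes, 39 and 9 adjusted over the list alone). ATF4 activity was not measured, and other factors that share these targets were not tested.

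The NRF2 targets had medians of 0.283 at 24 h of 10 μM and 0.361 at 25 μM (camera adjusted p = 0.00111 and 1.96e-07, limma; 17 of 23 and 19 of 26 genes higher). Of these, 12 and 18 rose at an adjusted p below 0.05 over all genes (14 and 18 adjusted over the list alone), while 4 and 2 fell, and 5 listed genes are in Table S2 or S3. The first call was lost with an estimated correlation (0.0873), the second held (0.0251). ER chaperones rose by a median of 0.157 at 24 h of 10 μM (adjusted p = 6.71e-05, 0.0163 with an estimated correlation; 16 of 20 genes higher; 11 called up and 2 down over all genes, 12 and 2 adjusted over the list alone), but not at 25 μM, where the median was -0.0668 (adjusted p = 0.504; 6 up and 9 down, or 7 and 10). DHT at 24 h gave a similar median of 0.194 (adjusted p = 0.000235, 0.0185 with an estimated correlation; 18 of 20 genes higher; 13 called up and 1 down by both counts). Both ligands were compared with the same 2 vehicle libraries, and a shift in vehicle alone would raise the list alike in every ligand condition. With DHT at 4 h, however, the median was 0.0274 (adjusted p = 0.267; 13 of 20 genes higher; 1 called up and 1 down by both counts). That argues against vehicle as the whole source of either 24 h value, while a smaller contribution is not excluded. At 4 h of enzalutamide the median was 0.0641 (adjusted p = 0.000351, 0.0192 with an estimated correlation; 15 of 20 genes higher; 5 called up over all genes, and 9 up and 1 down adjusted over the list alone). No other technical or biological explanation was tested for these lists.

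SiGATA2 in vehicle lowered 769 genes and raised 380 (limma), or 757 and 373 with an adjusted p below 0.05. Such genes enter the clustering of Supplementary Figure S8A, while the paper does not discuss the lists below for this comparison. The actual division of the 6 libraries was the largest for both counts (1 of 10 divisions each), and as 10 divisions can give no share below 0.1, this test cannot decide about chance. On simulated values for this comparison, 18 unchanged genes passed the same thresholds. Androgen-response genes were lower by a median of -0.278 (camera adjusted p = 0.00634, limma; 23 of 33 genes lower), with 20 down and 7 up both over all genes and adjusted over the list alone. Random lists matched on length had medians between -0.175 and 0.179 and those matched on GC content between -0.198 and 0.152, so neither property alone accounts for the shift. With an estimated correlation the adjusted p was 0.0572. No biological explanation of this shift is given here. KLK3 fell from 791 RPKM to 24.1 RPKM. Cell-cycle genes were lower by a median of -0.753 (adjusted p = 9.15e-15, 0.0325 with an estimated correlation; 36 of 36 genes lower, all of them past the threshold over all genes and adjusted over the list alone). Slower growth of siGATA2 cells was not measured here, and an effect of the siRNA pool on other genes was not tested apart from the match of its sequences to transcripts.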

How the results depend on the processing

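The variants with all 4 vehicle columns, crossed replicate numbers, other pseudocounts, filters on mean RPKM, median-ratio scaling, limma without the variance trend and the ratio of mean RPKM, as well as the block, left-out libraries and vehicle columns for gene lists, were chosen only after the data had been seen. Unless a reason is given, the cause of a change was not tested.

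In the ligand experiment, 127 counts of genes stayed within 1.5 times of their value and 45 moved further under alternatives other than leaving out a library, while 29 shares stayed within their interval and 9 moved. For the genes named, 1052 results kept direction and side of the threshold, 22 passed it, 8 fell below it and 5 reversed. In the siRNA experiment, 69 counts stayed and 51 moved, 20 shares stayed and 13 moved, and 758 results for genes were kept, 4 passed the threshold, 7 fell below it and 2 reversed. RLE factors, library size only and limma without the trend moved no count or share, and were not run for the gene lists. DESeq2, RLE factors, library size only, the filter on log2 CPM and limma on log2(CPM + 1) were not run on the siRNA values because these are RPKM. The planned blocks for separate vehicle replicates 3 and 4 were not run, since the vehicle runs were summed.

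DESeq2 called fewer genes, with 27 up and 21 down at 4 h and 84 up at 24 h of enzalutamide and 17 down at 4 h of DHT. It found 93 genes up in all, 74.19% of them not regulated by DHT, and 76.92% for Table S2. Its genes up at either time of enzalutamide were all among those of edgeR (27 and 84 shared). With an adjusted p, 25 genes rose and 14 fell at 4 h of enzalutamide, and 14 fell at 4 h of DHT. A fold of 1.5 by construction called more genes, with 162 up and 154 down at 4 h and 431 up and 616 down at 24 h of enzalutamide, 512 up in all. For DHT it called 266 up and 151 down at 4 h and 960 up and 1297 down at 24 h, and 46.15% of Table S2 were then not regulated by DHT.

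Without a filter, enzalutamide at 4 h called 102 genes up and 131 down and DHT at 4 h 101 down, as weakly expressed genes entered. The stricter filter tested fewer genes and called 10 up and 0 down at 4 h and 27 up at 24 h of enzalutamide, 31 up in all, with 74.19% not regulated by DHT and 24 Table S2 genes called. For DHT it called 65 up and 1 down at 4 h and 140 up and 194 down at 24 h. Limma on log2(CPM + 1) shrinks changes of weakly expressed genes by construction. It called 5 up and 0 down at 4 h and 21 up and 168 down at 24 h of enzalutamide, 23 up in all with 91.3% not regulated by DHT, and 21 genes of Table S2 with 93.59% of the table not regulated by DHT. For DHT it called 54 up and 1 down at 4 h and 134 up and 148 down at 24 h.

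Combining the times differently gave 74.82% not regulated by DHT for 24 h only (104 of 139 genes), 90.0% with both times of a ligand as one group (54 of 60) and 68.0% for genes up at both times (17 of 25). Vehicle pairs that share replicate number 1 called more falls at 4 h. The pair of sets 1 and 2 gave 109 with enzalutamide and 95 with DHT, sets 1 and 3 gave 93 and 91, and sets 2 and 3 gave 88 and 91. These pairs are taken here as runs of 1 replicate. NR3C1 with DHT, never past the threshold, reversed to 0.4697 at 24 h with the pair of sets 1 and 2 (adjusted p = 0.376, edgeR) and to -0.01905 at 4 h with set 3 and replicate 2 (0.995). NFE2L2 at 24 h of enzalutamide reversed to -0.008291 with set 2 and replicate 2 (0.919), and IGF2 there to -0.1932 with sets 1 and 2 and -0.04784 with sets 2 and 3, without a call. With a library left out, IGF2 ran from -0.05417 to 0.2256, and VEGFA at 24 h of DHT from -0.07729 to 0.01568, also without a call.

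Leaving out each ligand library in turn gave 57 to 112 genes up and 44 to 107 down at 4 h and 129 to 211 up at 24 h of enzalutamide, and 44 to 80 down at 4 h of DHT. The libraries that moved a count by over 1.5 times were vehicle replicate 1 (112 up at 4 h and 211 at 24 h of enzalutamide), enzalutamide 4 h replicate 1 (107 down), both DHT 4 h replicates (80 and 70 down) and vehicle replicate 2 (70 down). The share not regulated by DHT ran from 67.63% to 75.58% and for Table S2 from 64.1% to 75.64%, both highest without DHT 24 h replicate 1. NRF2 targets with DHT at 4 h changed sign without DHT 4 h replicate 1 or vehicle replicate 1, without a call (adjusted p 0.479 to 0.7814). GATA2 at 24 h of enzalutamide lost its call without 24 h replicate 1 (0.0621), replicate 2 (0.0517) or vehicle replicate 2 (0.0903, edgeR; other alternatives 3.48e-05 to 0.0202). Where 1 library was left, it was assumed to vary like the other conditions.

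For the gene lists, fry brought below 0.05 the ATF4 targets outside Tables S2 and S3 at 24 h of DHT (0.003952), NRF2 targets at 24 h of DHT (0.004232) and 4 h of enzalutamide (0.03055), and ER chaperones at 4 h of DHT (0.004232). In the siRNA experiment it did so for ER chaperones with enzalutamide in siControl cells (0.0003342), the interaction (0.001005), siGATA2 in enzalutamide (0.02978) and siGATA2 in vehicle (0.001721), for NRF2 targets with siGATA2 in vehicle (5.133e-05), for androgen-response genes with enzalutamide in siGATA2 cells (0.01421) and for cell-cycle genes with siGATA2 in enzalutamide (0.0009579). Androgen-response genes with siGATA2 in enzalutamide reversed to lower under fry (3.108e-06), where the median was 0.119 and the mean -0.29. An estimated correlation lost ATF4 targets at 4 h (0.1577) and 24 h (0.1738) of DHT, NRF2 targets at 24 h of enzalutamide (0.08734) and cell-cycle genes at 4 h of enzalutamide (0.08267). In the siRNA experiment it lost ATF4 targets with siGATA2 in vehicle (0.09992), those outside Tables S2 and S3 (0.123), NRF2 targets with siGATA2 in enzalutamide (0.0511) and androgen-response genes with siGATA2 in vehicle (0.05716). All other camera calls held under fry and under an estimated correlation. With all 4 vehicle columns, the ATF4 targets outside both tables passed the threshold at 24 h of DHT (0.0469). Filtered genes raised the lowest Spearman's correlation to 0.9978 in the ligand and 0.9899 in the siRNA experiment.

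In the siRNA experiment the added pseudocount changed the counts, as many induced genes lie near or below 0.1 RPKM. With 0.01 RPKM, enzalutamide called 321 up and 723 down in siControl and 100 up and 130 down in siGATA2 cells. SiGATA2 called 860 up and 1352 down in enzalutamide and 779 up and 1424 down in vehicle, the reduced interaction 910, and 200 Table S3 genes were called. The share lower with siGATA2 was 66.04%. With 1 RPKM these numbers were 48 and 125, 0 and 0, 114 and 332, 131 and 303, 119 and 47, with a share of 93.75%. The 0 calls in siGATA2 cells stand against 24 up and 15 down at an unadjusted p below 0.05 in limma with 0.1 RPKM, and 0 and 1 with an adjusted p. A mean RPKM of at least 2 left 53 up and 170 down in siControl and 0 up and 1 down in siGATA2 cells, 163 up and 426 down with siGATA2 in enzalutamide, 163 up and 419 down in vehicle, 164 reduced, and 52 Table S3 genes called, with shares of 94.34% and, for Table S3, 94.64%.

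The ratio of mean RPKM above 2 called 386 up and 857 down in siControl and 117 up and 167 down in siGATA2 cells, 942 up and 1460 down with siGATA2 in enzalutamide and 861 up and 1589 down in vehicle. All 235 Table S3 genes were then called, and 68.65% of the genes up were lower with siGATA2. A fold of 1.5 gave 547 up and 1050 down in siControl, 50 up and 57 down in siGATA2 cells, 1435 up and 2244 down with siGATA2 in enzalutamide and 1362 up and 2429 down in vehicle, 1325 reduced, 174 Table S3 genes and a share of 72.58%. By sign only, the share lower with siGATA2 was 94.26% (Table S3: 94.04%), with a fold of 2 it was 64.75% (40.43%) and in vehicle 40.98% (29.36%). NR3C1 with enzalutamide in siGATA2 cells, at -0.0006 and never past the threshold, changed sign under median-ratio scaling (0.001583) and with 1 RPKM (3.188e-05).

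With a siRNA library left out, that value of NR3C1 ran from -0.0391 to 0.03635, LAMP3 in the same comparison from -0.01279 to 0.1156 and CEMIP from -0.04372 to 0.08285, and FOXA1 with enzalutamide in siControl cells from -0.03229 to 0.03487, all without a call. ER chaperones with siGATA2 in vehicle changed sign without a call (0.8645 to 0.993). Androgen-response genes with enzalutamide in siGATA2 cells ranged from 0.02345 (without siGATA2 vehicle replicate 3) to 0.3693, and cell-cycle genes with siGATA2 in enzalutamide from 0.04337 (without siGATA2 enzalutamide replicate 2; 0.04444 without siControl enzalutamide replicate 3) to 0.1196. NR3C1 lost its lower level with siGATA2 in enzalutamide without siControl enzalutamide replicate 3 (0.0543) or siGATA2 enzalutamide replicate 1 (0.0584, limma), and over the other alternatives its adjusted p was 0.00877 to 0.0574.

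With the replicate number as a block, the counts up and down were 62 and 57 at 4 h and 140 and 307 at 24 h of enzalutamide, and 121 and 313 with enzalutamide in siControl cells. The shares were 67.8% not regulated by DHT and 84.3% lower with siGATA2. For siGATA2 in enzalutamide, where the same-numbered libraries were correlated, the block gave 407 up and 774 down, or 399 and 767 with those conditions alone. For enzalutamide 4 h and vehicle, same-numbered libraries were correlated at -0.102, and with crossed numbers 61 rose and 58 fell. Of the genes called up, 59 of 62 at 4 h and 136 of 139 at 24 h of enzalutamide, 118 of 122 with enzalutamide in siControl and 21 of 24 in siGATA2 cells were also called with the block. Of the genes and lists named in the text, the block changed the call of HIST1H2BN with enzalutamide in siGATA2 cells (adjusted p 0.0376 to 0.0551, limma) and the sign of ER chaperones with siGATA2 in vehicle (0.9629), and no other call. Depth limits the weakest genes, as NR3C1 rests on about 3 to 6 reads per library in siControl cells with vehicle.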

Differences from the paper's values

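The ratio of mean RPKM above 2, a pseudocount of 0.01 RPKM and a mean RPKM of at least 2 were chosen only after the values had been seen.

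At 10 μM the paper lists 91 enzalutamide-upregulated genes, and 176 were called here. Among the alternatives set before the data were examined, DESeq2 (93 genes) and an adjusted p (124 genes) came within 1.5 times of the paper's value. RLE factors (166), library size only (176), no filter (255), the stricter filter (31), limma on log2(CPM + 1) (23), a fold of 1.5 (512), only the groups compared (174), the replicate block (177), each library left out (164 to 255) and the pairs of vehicle columns (178 to 201) did not. The paper's share of these genes not regulated by DHT is 91.2% (83 of 91), against 67.05% here (118 of 176), and lies above the 95% Wilson interval of the latter, 59.8% to 73.6%. The settings that came closest to the paper's share were limma on log2(CPM + 1), with 91.3% of 23 genes, and both times of a ligand as one group, with 90.0% of 60 genes.

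Among DHT-regulated genes, the paper counts 13 up and 46 down with enzalutamide, against 58 and 94 here. The alternatives were not run for these counts. The paper's legend of Supplementary Figure S1B leaves 8 of its genes regulated by DHT, while Supplementary Figure S2B gives 13 such genes. The paper does not say how the groups of these charts differ.

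At 25 μM the paper gives 235 enzalutamide-upregulated genes, and 122 were called in siControl cells. None of the alternatives set before the data were examined came within 1.5 times, with 111 for an adjusted p, 547 for a fold of 1.5, 118 for only the groups compared, 121 for the replicate block, 126 without a filter and 118 to 139 with a library left out. The ratio of mean RPKM above 2, chosen after seeing the values, called 386 genes and dropped none of the paper's 235. A pseudocount of 0.01 RPKM, also chosen after seeing the values, called 321 genes, among them 200 of the 235.

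The paper counts 221 of these genes as lower with siGATA2, against 102 of 122 here. The paper's share is 94.04%, and it is 83.61% here, with a 95% Wilson interval of 76.0% to 89.1% that lies below the paper's share. Over the paper's own 235 genes, 221 (94.04%) were lower by sign alone and 205 (87.23%) with p below 0.05. By sign alone the share of the 122 genes was 94.26%, and for genes with a mean RPKM of at least 2, a filter chosen after seeing the values, it was 94.34%.

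The paper states a Spearman's correlation above 0.99 between replicates, and the lowest over all genes was 0.9879 here. Restricted to genes that passed the filter, an alternative set before the data were examined, the lowest was 0.9978.

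The paper states, from RT-PCR, that TSC22D3, LAMP3, VEGFA and CEMIP rise with enzalutamide and not with DHT, and TSC22D3, VEGFA and CEMIP were not called up with DHT by the 2-fold rule here. The paper's RT-PCR of these genes with DHT was done at 24 h, where VEGFA did not change detectably here (log2 fold change -0.03, adjusted p = 0.622, edgeR). At 4 h of DHT, which that RT-PCR did not cover, VEGFA rose by 0.46 (adjusted p = 5.77e-05, edgeR). LAMP3 had too few reads to be tested with either ligand, with 1 to 2 counts in vehicle, 6 to 13 at 24 h of 10 μM enzalutamide, and 0 to 3 at 4 h and 1 to 5 at 24 h of DHT.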

Other observations

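The values per gene and the tests of low expression and of the 4 h replicates were planned, while the tests of which genes respond alike in siGATA2 and siControl cells were chosen only after the results had been seen.

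GATA2 mRNA changed in opposite directions in the 2 experiments. At 10 μM enzalutamide it was lower than in vehicle at 4 h (log2 fold change -0.39, adjusted p = 0.000198, edgeR) and at 24 h (-0.19, adjusted p = 0.00892). The call at 24 h was lost without 24 h replicate 1 (0.0621), 24 h replicate 2 (0.0517) or vehicle replicate 2 (0.0903). At 25 μM in siControl cells it rose by 0.65 (adjusted p = 1.17e-05, limma, n = 3), with every enzalutamide library above every vehicle library. The scaling of the RPKM values is argued against as the cause of the rise, because median-ratio scaling gave 0.705 (adjusted p = 6.65e-06, limma). With DHT, GATA2 was lower as well, by -0.31 at 4 h and -0.33 at 24 h (adjusted p = 0.000852 and 7.03e-05, edgeR), and since all 4 ligand conditions were compared with the same 2 vehicle libraries, a higher level in these alone is not excluded. The experiments differ in dose, transfection and sequencing, and these cannot be separated by the data. A dose effect was not tested.

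Of the genes named by the paper, NR3C1 is at the lower end of the measured range in both experiments. At 25 μM it was at 0.00684 RPKM ± 0.00192 (SD, n = 3) with siControl and vehicle, 0.0287 RPKM ± 0.00587 with siControl and enzalutamide, 0.014 RPKM ± 0.00295 with siGATA2 and vehicle and 0.0141 RPKM ± 0.00598 with siGATA2 and enzalutamide. The siControl enzalutamide libraries held about 15 to 24 reads of it, and 12.8% of the tested genes had a lower mean. On the log2(RPKM + 0.1) scale it rose by 0.27 in siControl cells (adjusted p = 0.00166, limma). SLC7A11 was at 15.4 RPKM ± 1.19 and 36.6 RPKM ± 2.96 in siControl cells and at 6.75 RPKM ± 0.33 and 8.5 RPKM ± 0.25 in siGATA2 cells, with vehicle and enzalutamide, respectively. SiGATA2 thus lowered SLC7A11 in vehicle as well (-1.18, adjusted p = 1.07e-07, limma) and by -2.09 in enzalutamide (adjusted p = 2e-09). Its rise with enzalutamide in siGATA2 cells (0.33, adjusted p = 0.0775, limma) passed the threshold without siControl enzalutamide replicate 3 (0.0471).

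At 10 μM, TSC22D3 rose by 0.76 at 4 h and 1.03 at 24 h (adjusted p = 1.3e-06 and 4.24e-09, edgeR) and was slightly lower with DHT, by -0.33 and -0.23 (adjusted p = 0.00119 and 0.0026). VEGFA rose by 0.32 and 0.69 (adjusted p = 0.00143 and 2.64e-07, edgeR). CEMIP rose by 1.81 at 24 h (adjusted p = 0.00247, edgeR), whereas 1.00 at 4 h did not pass (0.145). Of the other genes the paper names, CPEB4 rose by 0.36 at 4 h of enzalutamide (adjusted p = 0.00559, edgeR; 0.0583 without vehicle replicate 2, with other values from 2.37e-11). At 24 h its change of 0.17 did not pass (0.0828), but it did without either enzalutamide 4 h replicate (0.00464 and 0.0073), without a filter (0.00485) and with only the conditions compared (0.00771), and the difference between the times did not pass either (-0.19, 0.0684). With DHT, CPEB4 was lower by -0.28 at 4 h and -0.41 at 24 h (adjusted p = 0.0323 and 0.000342, edgeR). The first call was lost without either DHT 4 h replicate (0.17 and 0.181), vehicle replicate 1 (0.215) or either enzalutamide 24 h replicate (0.0561 and 0.0563), and with vehicle set 2 and replicate 2 as the pair (0.0552). At 25 μM in siControl cells CPEB4 rose by 0.43 (adjusted p = 3.95e-05, limma), and this effect was smaller with siGATA2 (interaction -0.42, adjusted p = 0.00117). SiGATA2 raised CPEB4 by 1.06 in vehicle and 0.64 in enzalutamide (adjusted p = 1.75e-08 and 7.43e-07, limma). IGF2, which the paper names as regulated by GATA2, was higher with siGATA2, by 1.42 in vehicle and 1.13 in enzalutamide (adjusted p = 3.73e-07 and 2.19e-06, limma). It did not change detectably at 24 h of enzalutamide (0.06, adjusted p = 0.861, edgeR) and was lower at 24 h of DHT (-0.76, adjusted p = 0.0196), a call lost without DHT 24 h replicate 1 (0.244) or vehicle replicate 1 (0.153), with DESeq2 (0.0943) and with vehicle set 3 and replicate 2 as the pair (0.0891). FOXA1 rose slightly at 10 μM, by 0.20 and 0.13 (adjusted p = 0.00049 and 0.00334, edgeR), and was lower at 24 h of DHT (-0.24, adjusted p = 9.86e-06). At 25 μM in siControl cells it did not change detectably (0.0039, adjusted p = 0.96, limma).

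SiGATA2 in vehicle lowered MED1 by -0.35 and MED14 by -0.38 (adjusted p = 2.25e-05 and 2.35e-06, limma). In enzalutamide MED14 was lower by -0.32 (adjusted p = 8.88e-06, limma), while MED1, at -0.09, did not pass (0.0666; 0.0188 with only the conditions compared and 0.00566 without siGATA2 vehicle replicate 3). The effect of siGATA2 on MED1 differed between enzalutamide and vehicle (interaction 0.25, adjusted p = 0.00767, limma). NFE2L2 did not change detectably with enzalutamide at 24 h (adjusted p = 0.434, edgeR) or 4 h (0.112; 0.0227 without 4 h replicate 1 and 0.0184 with vehicle sets 1 and 3 as the pair), and rose at 24 h of DHT by 0.18 (adjusted p = 0.00281, edgeR).

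Among genes within the level limit of the naming rule, an average log2 level of at least 1, the largest rises at 25 μM in siControl cells were those of CHAC1 (2.87), S100P (2.75) and DDIT3 (2.25), and the largest falls those of FAM111B (-2.61), MCM10 (-2.60) and MCM4 (-2.30). The same genes led the interaction with siGATA2. Within the same limit, CRYAB (4.01), IFI27 (3.89) and CLU (2.47) rose most with siGATA2 in vehicle, and KLK2 (-5.60), KLK3 (-5.04) and SYT4 (-4.34) fell most. KLK2 and KLK3 are paralogs whose reads the counting could have split. With siGATA2 in enzalutamide, 407 genes rose and 770 fell, led within the limit by CRYAB (3.75), IFI27 (3.50) and GPR137C (2.72) and by CHAC1 (-4.29), KLK3 (-3.94) and COLCA1 (-3.88).

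A few genes responded to enzalutamide in siGATA2 cells as well, where 24 genes were called up and 15 down, or 0 and 1 with an adjusted p. Without a fold threshold, 84 genes passed the adjusted threshold in siGATA2 cells, 76 of them in the same direction in siControl cells. For 27 of these the effect did not differ detectably between the siRNAs. UGT2B17 fell by 0.68 in siControl and 0.79 in siGATA2 cells (adjusted p of the difference 0.119, limma), and COLCA1 rose by 0.66 and 0.78 (0.467). DHRS3 rose by 1.24 and 0.89 (0.0271) and C5orf66 by 0.32 and 0.68 (0.0128), while DSEL fell by 1.59 and 0.52 (2.33e-05). HIST1H2BN, one of a family of near-identical genes, fell only in siGATA2 cells (-0.42) and its call was lost under several alternatives, with an adjusted p from 0.00682 to 0.148. Those of COLCA1 (0.0941, other values from 7.59e-05) and DSEL (0.134, from 0.000808) were lost with only the conditions compared in the model. Of the 10 ways of dividing these 6 libraries into groups of 3, the actual one included, 3 called at least as many genes up, so chance cannot be excluded, and on simulated values for this comparison 24 unchanged genes passed the same thresholds in either direction.

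For the other comparisons of the siRNA experiment, the actual division of the 6 libraries gave the largest value of 10 in each case (1 of 10). This held for the genes up and down with enzalutamide in siControl cells, the genes up and down with siGATA2 in enzalutamide, the Table S3 genes called, both shares lower with siGATA2 and the ATF4 targets at 25 μM. Since no share below 0.1 is possible with 10 divisions, this test cannot decide about chance. On simulated values, 18 unchanged genes passed the thresholds for enzalutamide in siControl cells and 17 for siGATA2 in enzalutamide.

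Genes that enzalutamide lowered at 25 μM went the same way as those it raised. Of the 312 genes down in siControl cells, 196 (62.82%) were higher with siGATA2 in enzalutamide, against 5.202% in simulations without an effect, and 262 (83.97%) were already lower with siGATA2 in vehicle. Their median effect of enzalutamide was -1.28 in siControl and -0.161 in siGATA2 cells.

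The genes of Tables S2 and S3 that were not called up here differed from the called ones in level. In Table S3, 134 genes not called had a median of 0.0615 RPKM, against 2.12 RPKM for the 101 called, and in Table S2, 14 genes had a median of 0.0634 CPM, against 0.931 CPM for 77, here scaled to the library total alone. Permutation tests (one-sided) gave p = 1e-05 for either table, the smallest that 100000 resamples can give. This decides nothing about low expression as the reason, because the filter on low counts (Table S2) and the added 0.1 RPKM (Table S3) keep weakly expressed genes from being called by construction. No biological explanation was tested.

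The 2 replicates of enzalutamide at 4 h differed more than other replicate pairs. Across 14909 of the 15555 tested genes, the log2 ratio of the replicates was correlated with GC content (Spearman's rho 0.456), more than for DHT 24 h (-0.406), vehicle (-0.313), enzalutamide 24 h (0.13) or DHT 4 h (-0.0684), which suggests a GC-dependent step in library preparation or sequencing as part of the difference. The correlation with gene length was -0.254, against -0.102 to 0.121 for the other pairs, and it cannot be told apart from that with GC content because both properties vary together across genes. The genes are not independent replicates. No biological explanation was tested.

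Further results of the lists fixed in advance are given with camera in limma, with counts over all genes and those adjusted over the list alone. Androgen-response genes rose with DHT by a median of 0.846 at 4 h and 1.39 at 24 h, with 30 and 32 of 33 genes called (31 and 32 adjusted over the list alone). They fell with enzalutamide by 0.149 at 24 h and 0.384 at 25 μM, with 21 and 22 called down (21 and 23) and 3 and 2 up by both counts. At 4 h of enzalutamide their median was -0.0367 while their mean was 0.00466, and the test gave a lower level (adjusted p = 0.00125; 10 down and 3 up, or 12 and 3). Cell-cycle genes fell by 1.29 at 24 h and 1.05 at 25 μM and rose with DHT by 0.68 at 24 h, with 36 of 36 genes called each time by both counts. NRF2 targets with DHT at 24 h had a median of 0.0583 and a mean of -0.0565, and ER chaperones with siGATA2 in enzalutamide had a median of 0.0784 and a mean of -0.00335, without a camera call for either. ATF4 targets were lower with DHT, by a median of -0.0504 at 4 h and -0.0978 at 24 h (adjusted p = 0.000496 and 0.000963), with 5 and 24 genes down (9 and 25 adjusted over the list alone) and 1 and 8 up by both counts. In the interaction with siGATA2, NRF2 targets had a median of -0.332 (adjusted p = 1.47e-08; 16 down and 2 up, or 17 and 2 adjusted over the list alone) and androgen-response genes one of 0.341 (adjusted p = 8.45e-10; 21 up and 0 down, or 21 and 1). In siGATA2 cells, enzalutamide shifted ATF4 targets by a median of 0.0953 (adjusted p = 1.52e-15; 1 gene up, or 14 adjusted over the list alone) and cell-cycle genes by -0.162 (adjusted p = 1.44e-22; 5 down, or 25). SiGATA2 in enzalutamide lowered ATF4 targets by a median of -1.3 (adjusted p = 7.73e-21; 46 down and 2 up, or 48 and 2) and NRF2 targets by -0.489 (adjusted p = 1.65e-05; 18 down and 2 up by both counts). At 4 h of enzalutamide cell-cycle genes had a median of -0.106 (adjusted p = 6.31e-05; 7 down and 1 up, or 17 and 2 adjusted over the list alone).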
